# Enlarged PML-nuclear bodies trigger conflicting cell cycle signal-mediated cytotoxicity in leukemia cells

**DOI:** 10.1038/s41419-025-07911-7

**Published:** 2025-08-02

**Authors:** Tomohisa Baba, Soichiro Kumamoto, Yuta Moriguchi, Soji Morishita, Atsushi Hirao, Yoshikazu Johmura

**Keywords:** PML bodies, Apoptosis

## Abstract

Accumulating evidence suggests that mitogenic signaling during cell cycle arrest can lead to severe cytotoxic outcomes, such as senescence, though the underlying mechanisms remain poorly understood. Here, we explored the link between cell cycle dynamics and the formation of PML-nuclear bodies (PML-NBs), intranuclear structures known to mediate cellular stress responses. Our findings demonstrate that PML-NBs increase their number during interphase arrest. Moreover, the activation of mitogenic ERK signaling by all-trans retinoic acid (ATRA) during CDK4/6 inhibitor-induced cell cycle arrest synergistically enhances the formation of larger PML-NBs by associating with SUMO. This enlargement, triggered by the simultaneous engagement of opposing cell cycle signals, leads to potent cytotoxicity accompanied by either terminal differentiation or apoptosis, depending on the cell type, across multiple acute myeloid leukemia (AML) cell lines. Importantly, in an AML mouse model, this combination treatment significantly improved therapeutic efficacy with minimal effects on normal hematopoiesis. Our results introduce conflicting cell cycle signal-induced cytotoxicity as a promising therapeutic strategy for AML.

## Introduction

Cellular fate decisions, such as differentiation, apoptosis, and senescence, are closely linked to cell cycle exit. However, whether the cell cycle inversely regulates these processes remains unclear. In cellular senescence, paradoxical activation of growth signaling in non-proliferating cells leads to disruption of the cell cycle, triggering senescence [1]; however, the underlying molecular mechanisms are not yet fully understood. PML-nuclear bodies (PML-NBs), which serve as scaffolds for epigenetic regulation [2], play critical roles in cellular stress responses, particularly in the induction of apoptosis and senescence [3–5]. Moreover, PML-NB formation is tightly regulated by the cell cycle [6], suggesting a reciprocal interaction between cell cycle progression and cellular fate decisions via PML-NBs.

Acute myeloid leukemia (AML) is driven by various oncogenic mutations that complicate the development of therapeutic strategies broadly applicable across different AML subtypes. Nevertheless, accumulating evidence suggests that many leukemogenic agents directly or indirectly inhibit normal myeloid differentiation of leukemia cells at immature stages [7]. Notably, the PML-RARA fusion protein promotes the expansion of leukemia cells by obstructing normal myeloid differentiation via the retinoic acid receptor (RAR) signaling pathway in acute promyelocytic leukemia (APL) [8, 9]. Conversely, all-trans retinoic acid (ATRA), which activates RAR signaling, and arsenic trioxide (ATO) effectively induce myeloid differentiation and inhibit the proliferation of PML-RARA-expressing APL cells [10, 11]. Consequently, the therapeutic potential of pharmacological agents capable of promoting myeloid differentiation in leukemia cells were extensively explored, leading to the development of a treatment strategy known as differentiation therapies [7]. Among these agents, ATRA and ATO represent the most significant advancements in clinical hematology.

ATRA functions as a transcriptional activator of RAR-regulated genes and promotes the degradation of PML-RARA [12]. The former primarily enhances the differentiation of APL cells, while the latter reduces their leukemia-initiating capacity [12]. As the PML-RARA fusion protein is degraded, the normal PML protein, which was previously sequestered within the PML-RARA complex, is released. This release allows the normal PML protein to reassemble into PML-NBs in the nucleoplasm, which is essential for its therapeutic effect in APL [13]. Conversely, while many studies have shown that ATRA promotes myeloid differentiation in various types of AML cells, few have demonstrated its clinical benefits in patients with non-APL leukemia [14–17]. Therefore, activation of PML-NB formation is considered a crucial step in achieving the full therapeutic effect of differentiation therapy.

In this study, we screened for more effective and broadly applicable therapeutic strategies against AML, using PML-NB formation as a hallmark. As expected, treatment with ATRA alone significantly increased PML-NBs in NB4 cells, a human APL cell line (M3 in the FAB classification), but not in the PML-RARA-negative HL60 cell line, which shares similar differentiation characteristics (M2) [18]. Notably, the combination of ATRA with the CDK4/6 inhibitor (CDK4/6i) palbociclib induces enlarged PML-NB-dependent cytotoxicity through conflicting cell cycle signals, driven by ATRA-dependent activation of mitogenic ERK signaling under conditions of cell cycle arrest in non-APL leukemia. Given the clear synergistic therapeutic effects observed in AML-bearing mice treated with this combination, we propose a therapeutic strategy for AML based on this novel cell biological phenomenon.

## Results

### Single ATRA treatment is effective in NB4 APL cell line with a concurrent increase in intranuclear PML-NBs

Consistent with previous reports [19], ATRA treatment alone induced myeloid differentiation, as evidenced by the expression of myeloid cell markers CD38 and CD11b, and increased nitro blue tetrazolium (NBT) staining. This effect was more pronounced in PML-RARA^+^ NB4 cells compared with that in PML-RARA^-^ HL60 cells (Fig. 1a, b). Notably, the late differentiation phenotype [20, 21] characterized by CD11b^high^CD38^low^ was exclusively induced in NB4 cells (Fig. 1a). Furthermore, a 48 h-pre-exposure to ATRA, but not a 24 h-pre-exposure, efficiently inhibited cell proliferation even after the drug was removed, with a greater effect observed in NB4 cells (Fig. 1c). This enhanced therapeutic effect against APL cells correlated with the observation that ATRA treatment specifically enhanced the number and signal intensity of PML-NBs in NB4 cells (Fig. 1d and Supplementary Fig. 1).

**Fig. 1:**
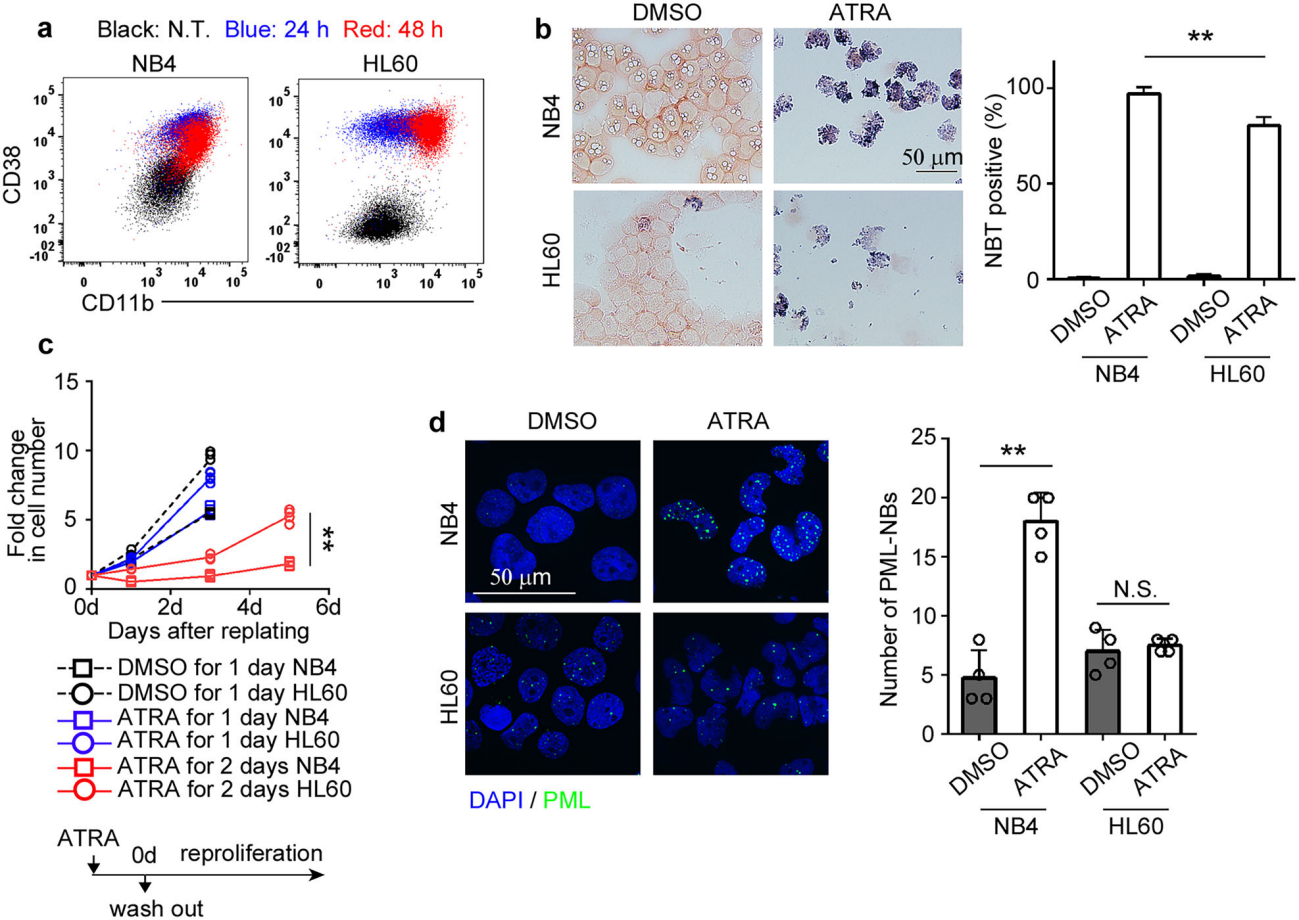
ATRA-induced myeloid differentiation and PML-NB formation in APL cell line NB4. NB4 and HL60 cell lines were treated with 1 μM ATRA. **a** The expression of CD38 and CD11b on non-treated cells (black dots) and cells treated with ATRA for 24 h (blue dots) or 48 h (red dots) are shown. Representative data from three independent experiments are shown. **b** NBT staining of NB4 and HL60 cells 48 h after treatment with ATRA. DMSO-treated cells served as controls. Representative images and mean + SD of the percentage of NBT-positive cells, calculated from eight randomly selected fields across three independent experiments, are shown. **c** Cell growth in drug-free medium following prior incubation with ATRA for 24 or 48 h (*n* = 4). DMSO-treated cells for 24 h served as controls. The fold change in cell number was calculated by dividing the values at each time point by the values at day 0. **d** Immunofluorescent staining for PML-NBs in NB4 and HL60 cells 48 h after treatment with ATRA. DMSO-treated cells were used as controls. Representative images and mean + SD of the number of PML-NBs per nucleus are shown (*n* = 4). **P < 0.01; N.S., no significant difference (two-sided Student’s *t*-test).

### PML-NBs increased with cell cycle arrest during interphase

The formation of PML-NBs is closely coordinated with cell cycle progression. While PML-NBs are primarily localized within the nucleus during interphase, they are expelled into the cytoplasm due to nuclear membrane breakdown upon entry into mitosis. In the post-mitotic stage, their nuclear import and reconstitution can be observed [6]. To investigate the relationship between PML-NBs and cell cycle arrest, we examined PML-NB formation under various cell cycle inhibition conditions (Fig. 2a). Serum deprivation (G0/G1 arrest), treatment with the CDK4/6 inhibitor palbociclib (G1 arrest), and the CDK1 inhibitor RO3306 (G2 arrest), resulted in a comparable increase in PML-NB numbers (Fig. 2b, d). Consistent with previous studies [6], most PML-NBs were expelled from the nucleus in mitotic cells 1 h after CDK1 inhibition was removed, with subsequent spontaneous reassembly within the nucleoplasm upon transition to the G1 phase (Fig. 2a, c, d). These findings collectively suggest that cell cycle arrest during interphase promotes the continuous reassembly of PML-NBs.

**Fig. 2:**
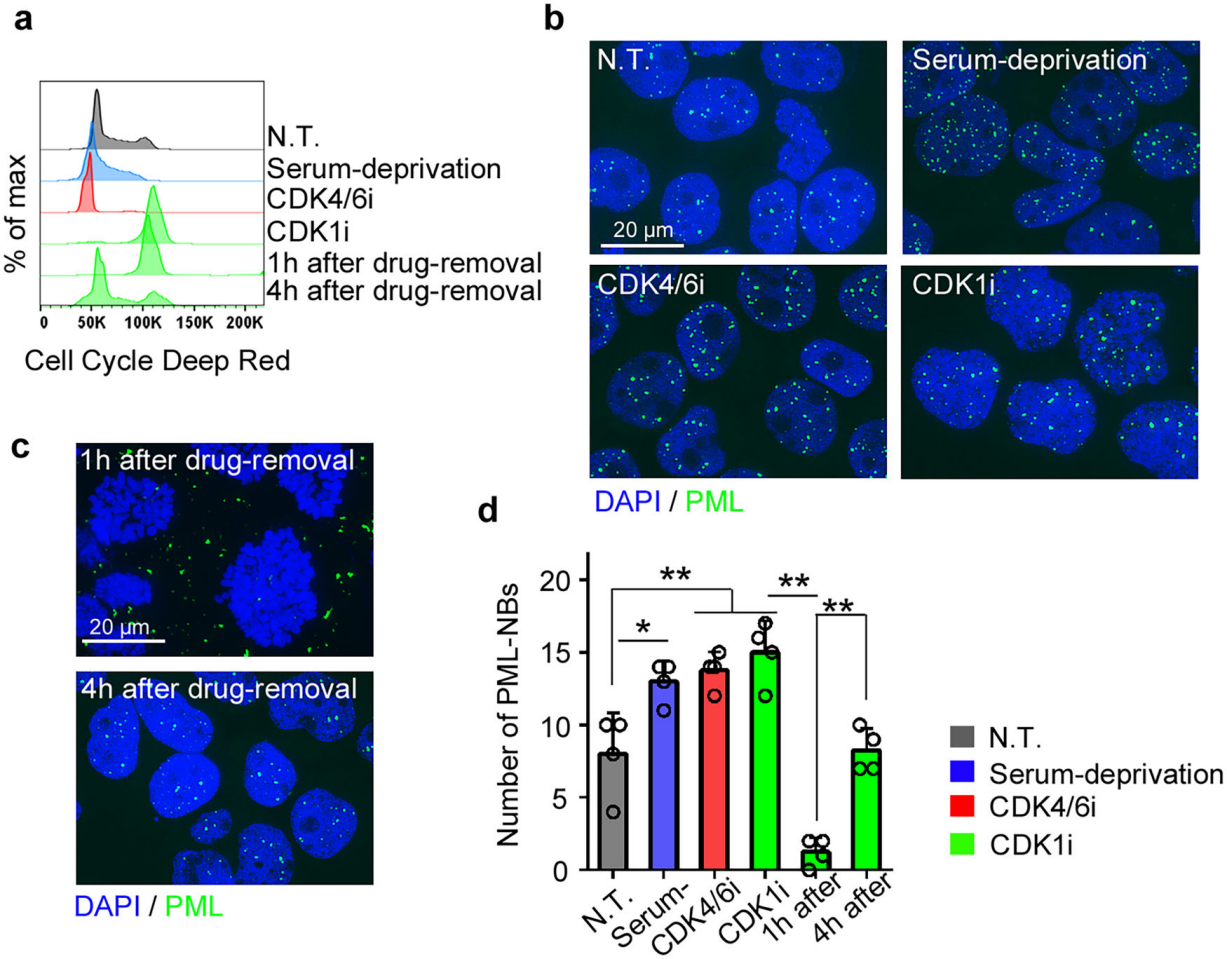
PML-NBs increased with cell cycle arrest during interphase in HL60 cells. **a** Cell cycle status was assessed 24 h post-treatment with CDK4/6i, CDK1i, or serum-free medium, as well as at the indicated time points following incubation in drug-free medium after a 24 h prior treatment with CDK1i. Representative data from three independent experiments are shown. **b**, **c** Immunofluorescent staining for PML-NBs was performed at the time points indicated in (**a**). Representative images and the mean + SD of the number of PML-NBs per nucleus are shown in **d** (*n* = 4). **P < 0.01; *P < 0.05 (Tukey–Kramer’s test).

### Synergistic damage to non-APL cells by CDK4/6 inhibitor palbociclib and ATRA through a distinctive PML-NB formation pattern

Although CDK4/6i has been clinically approved for breast cancer treatment [22], CDK4/6i monotherapy did not induce cytotoxicity in HL60 cells, as evidenced by the maintenance of their immature state (Fig. 3a) and their rapid re-entry into the cell cycle after the drug was removed (Fig. 3b). We previously demonstrated that autophagy inhibitors promote ATRA-mediated myeloid differentiation in non-APL cells by inducing the accumulation of the CDK inhibitor p21 protein through inhibition of its proteasomal degradation [21]. In support of this, a recent study showed that palbociclib synergizes with ATRA to enhance myeloid differentiation of HL60 cells [23]. Consistent with these findings, we observed that CDK4/6i obviously enhanced myeloid differentiation when combined with ATRA, as indicated by the downregulation of CD38 on CD11b^high^ cells, which became apparent two days after the combination treatment (Fig. 3a). Furthermore, the drug treatments induced G1-phase cell cycle arrest, with a more pronounced effect observed for the combined treatment with CDK4/6i and ATRA (CDK4/6i+ATRA); this arrest was not reversible 48 h after the drug was removed (Fig. 3b). Notably, 48- and 72 h-pre-exposure to CDK4/6i+ATRA irreversibly inhibited cell proliferation, even after the drug was washed out (hereafter referred to as irreversible cell growth arrest), whereas pre-exposure to either ATRA or CDK4/6i failed to do so (Fig. 3c). This irreversible cell cycle arrest was further supported by the activation of β-galactosidase, a marker of cellular senescence, which was preferentially induced by the combination treatment in HL60 cells (Supplementary Fig. 2a). Incidentally, neither CDK4/6i monotherapy nor its combination with ATRA (CDK4/6i+ATRA) directly induced cell death in HL60 cells, despite their ability to suppress proliferation (Supplementary Fig. 2b, c). 

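HL60 cells, a human acute myeloid leukemia line, were treated for 48 h with 1 µM all-trans retinoic acid (ATRA), with 1 µM of the CDK4/6 inhibitor palbociclib (CDK4/6i) or with both drugs (CDK4/6i+ATRA), and non-treated cells served as controls. RNA-Seq was performed on 3 libraries per group, 12 in all. The authors aligned the reads to hg38 with STAR, using the NCBI RefSeq annotation, and name RSEM as the source of the raw gene counts. The deposited table gives whole-number counts without normalization for 59251 genes, of which 31154 had no count in any library. The library preparation was directional, but the paper's text does not state whether reads were counted by strand, so genes that overlap on opposite strands may share reads. The table also lists 4379 genes both on a primary chromosome and on alternate or patch contigs of the genome.
Total counts ranged from 15392648 to 16935515 in non-treated cells (median 16242414), from 15238994 to 17010052 with ATRA (median 16048027) and from 15576806 to 18679544 with CDK4/6i (median 16222454). The CDK4/6i+ATRA libraries were the smallest, with 12230923 to 14415276 counts (median 13103560). The 10 most abundant genes took 10.65% ± 0.591 (SD, n = 3) of the counts in CDK4/6i+ATRA-treated cells and 6.45% ± 0.0872 (SD, n = 3) in non-treated cells. Libraries of the same group differed by more than the sampling noise, with a chi-square per degree of freedom of 1.9 to 7.64 between pairs, and each was treated as a separate replicate.
Counts were normalized by edgeR's TMM method and are given as CPM, which scales each count to a common library total. A model of the 4 groups was fitted to all 12 libraries for the 13318 genes that passed edgeR's expression filter, and a gene was called changed at an adjusted p-value under 0.05. The departure from additivity was tested as the interaction between the drugs, which is the log2 fold change with CDK4/6i+ATRA minus the sum of the log2 fold changes with either drug alone. On this scale, additive effects are fold changes that multiply. A group whose libraries all held 3 counts or fewer was taken as at the floor, and fold changes against it are given as lower bounds. By library size without TMM, 3 counts are 0.161 to 0.245 CPM, whereas the bounds use 3 counts in TMM-normalized CPM. Reads without molecular identifiers are not independent molecules, so these floors cover counting error only.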

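Compared with non-treated cells, 9006 genes were changed in ATRA-treated cells, 7482 in CDK4/6i-treated cells and 10885 in CDK4/6i+ATRA-treated cells (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Changes of at least 2-fold were found in 2894, 1476 and 6063 genes, respectively. With a filter of at least 10 counts in every library, changes of at least 2-fold were found in 1622, 791 and 4080 genes. CDK4/6i+ATRA-treated cells differed in 10473 genes from cells treated with CDK4/6i alone and in 9291 from cells treated with ATRA alone. The count for CDK4/6i+ATRA against non-treated cells moved most with a filter of at least 10 counts in every library, to 8902 of 10296 genes. Scaling by library size alone lowered the median log2 fold change of all genes in that comparison from 0.02 to -0.25. It also lowered the share of changed genes that were higher with CDK4/6i+ATRA, from 49.8% to 36.7% against CDK4/6i alone and from 53% to 31.6% against ATRA alone.
Departure from additivity was called for 6852 genes, 3258 with a positive and 3594 with a negative interaction. With scaling by library size alone, 7436 genes were called, 5075 of them in common, and the share with a positive interaction was 18.5% in place of 47.6%. Of the genes changed in CDK4/6i+ATRA-treated cells, 5420 (49.8%) changed by more than the sum of the single-drug effects, and these were 2529 rises and 2891 falls. A smaller change than the sum was called for 845 genes (7.76%), and no departure for the other 4620 (42.4%). On the linear scale of CPM, where additive effects are differences that add up, 6806 genes departed, 4203 upward and 2603 downward, and 5696 of them also departed on the log2 scale.
Across genes, which are not independent replicates, the log2 fold change with CDK4/6i+ATRA rose with the sum of the single-drug log2 fold changes with a slope of 1.076 (jackknife standard error over libraries 0.052). The same slope on the linear scale was 1.6 across 11572 genes. The comparisons share the non-treated libraries, so data sets were simulated with the same controls. With additive effects, 20 simulated data sets gave slopes of 0.927 to 0.941 and between 0 and 2 genes called for departure. With no effects they gave slopes of 0.31 to 0.354.

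**Figure D1:**
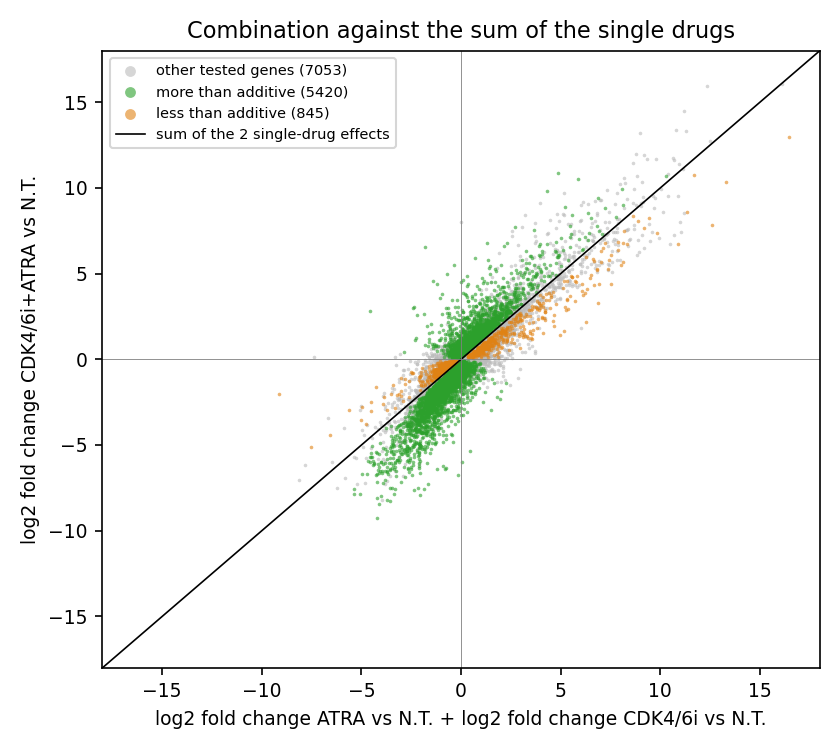
Log2 fold change of each tested gene with CDK4/6i+ATRA (vertical axis) against the sum of its log2 fold changes with ATRA alone and CDK4/6i alone (horizontal axis), both relative to non-treated cells. Colors mark the 5420 genes that changed by more than the sum and the 845 that changed by less, and the line marks additive effects.

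Hand-compiled lists of genes were tested with limma's camera test with Benjamini-Hochberg adjustment over 55 list tests. The 40 tested genes of the S phase list had a median log2 fold change of -4.76 against non-treated cells, and 40 were called lower (adjusted p = 1.6e-42). In the G2/M phase list, 51 of 52 tested genes were called lower, with a median of -4.85 (adjusted p = 1.3e-46). Of the immune activation list, 78 of 153 genes were tested, and 64 were called higher and 10 lower, with a median of 3.27 (adjusted p = 7.3e-27). Of these, 14 genes were at the floor in a group. The immune activation median was 3.46 with such genes set to their bounds, or left out where both groups were at the floor. Leaving genes out can raise a median, so 3.46 is not a more cautious value. Of the senescence list, 29 of 45 genes were tested, and 21 were called higher and 6 lower, with a median of 3.22 (adjusted p = 7.6e-18). The senescence median was 2.86 without non-treated replicate 2 and 3.83 without non-treated replicate 3. Adjusted over the list alone, the numbers of genes called in these lists were the same. All 4 list calls held under limma's fry test and with an estimated correlation between genes.
Against cells treated with CDK4/6i alone, the median log2 fold changes were -2.10 for the S phase list, -1.60 for G2/M phase, 2.55 for immune activation and 2.63 for senescence. The median interaction was -1.78 for the S phase list (adjusted p = 5.0e-25) and -2.05 for the G2/M phase list (adjusted p = 2.7e-56). It was 0.37 for immune activation, not called by camera (adjusted p = 0.263) but called by fry (adjusted p = 0.0314). For senescence it was 0.88 (adjusted p = 0.00101), fell to 0.48 without non-treated replicate 3, and was not called with an estimated correlation (adjusted p = 0.226). ATRA alone raised the G2/M phase list by a median of 0.30 and lowered the S phase list to -0.35, and CDK4/6i alone lowered them to -2.61 and -2.60. With an estimated correlation, neither effect of ATRA alone was called (adjusted p = 0.279 and 0.321 from camera), nor was the fall of the S phase list against CDK4/6i alone (adjusted p = 0.0930). Relative to the median of all genes, the G2/M phase list stood at -4.87 in CDK4/6i+ATRA-treated cells under TMM, DESeq2's size factors and library size alone, since a change of scaling shifts all genes nearly alike.

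**Figure D2:**
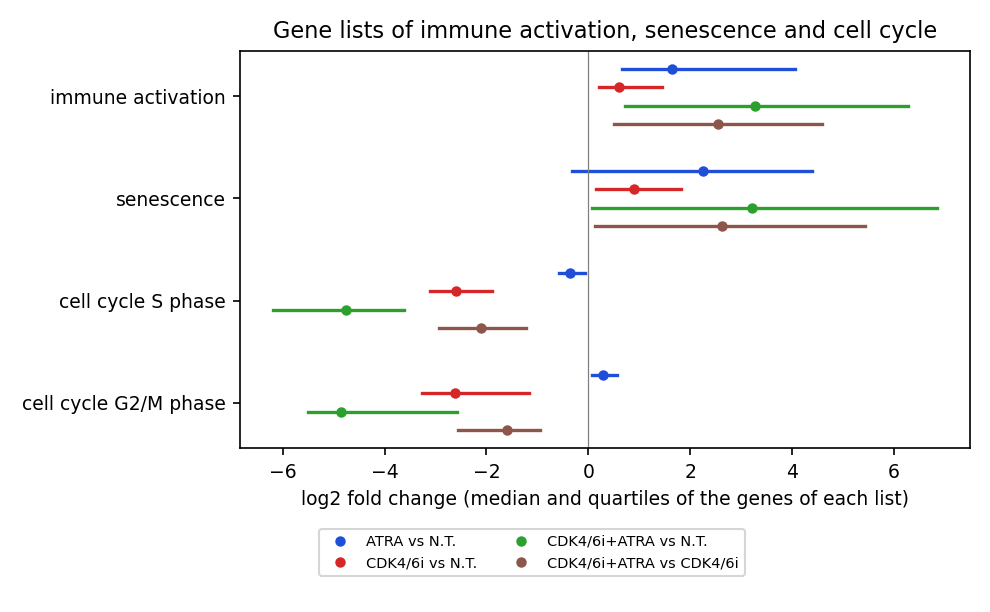
Medians (points) and quartiles (lines) of the log2 fold changes of the tested genes in the immune activation, senescence, S phase and G2/M phase lists, for each treatment against non-treated cells (N.T.) and for CDK4/6i+ATRA against CDK4/6i alone. For CDK4/6i+ATRA against non-treated cells the medians are 3.27, 3.22, -4.76 and -4.85.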

RNA-Seq analysis revealed that CDK4/6i+ATRA exerted synergistic, rather than additive effects on HL60 cells (Supplementary Fig. 2d, e), characterized by the upregulation of immune activation– and senescence-related genes, and downregulation of cell cycle–related genes (Supplementary Fig. 2f, g). Although CDK4/6i+ATRA did not significantly enhance myeloid differentiation or induce irreversible cell growth arrest (Supplementary Fig. 3), it preferentially triggered apoptotic cell death in the human acute monoblastic and monocytic leukemia cell lines, MV4-11, MOLM-13, and MOLM-14 (classified as M5 in the FAB classification [18]) (Supplementary Figs. 4 and 5a–c).

**Fig. 3:**
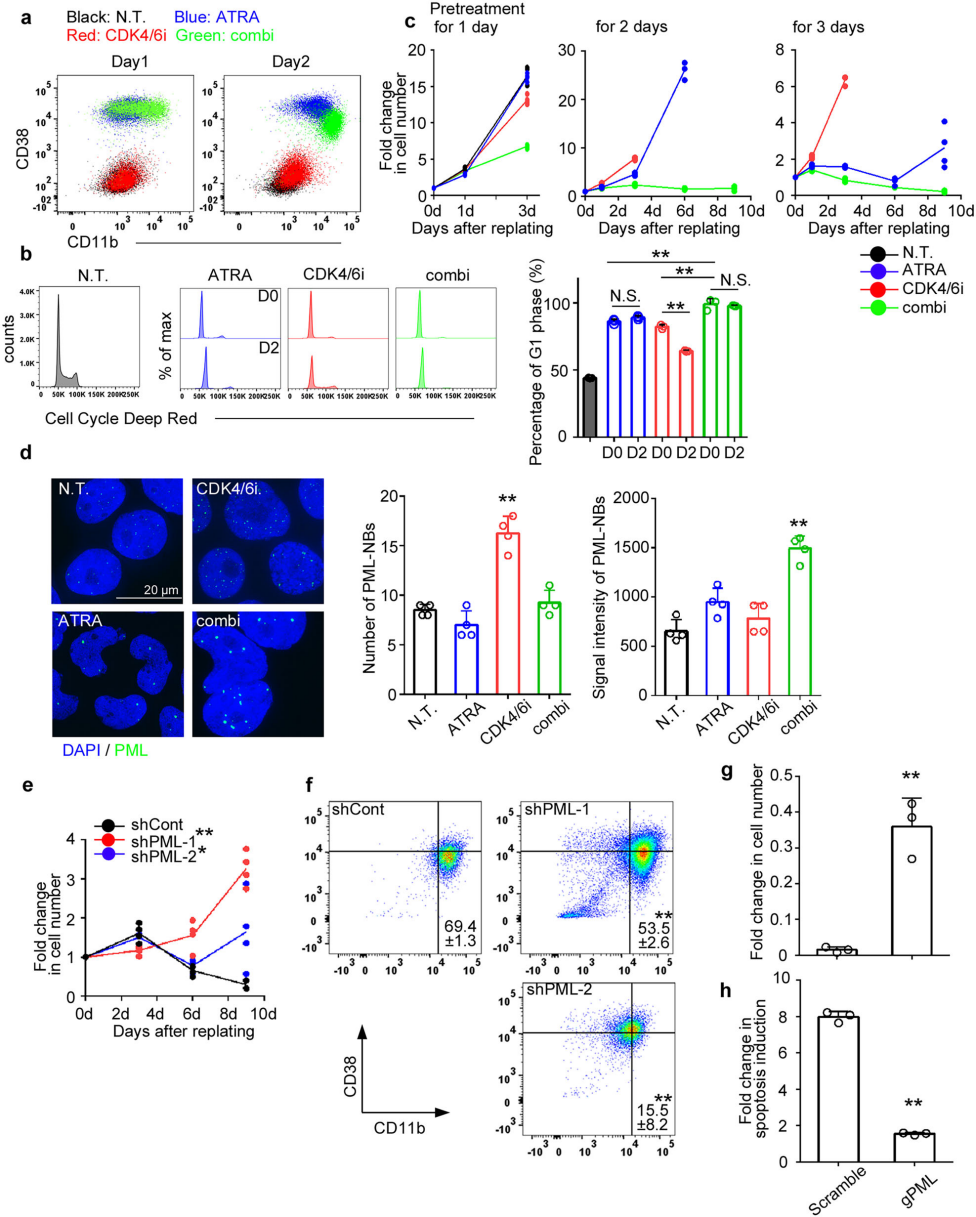
Combined treatment with CDK4/6i and ATRA induces the irreversible cell growth arrest in HL60 cells through a distinctive pattern of PML-NB formation. HL60 cells were treated with 1 μM CDK4/6i and/or 1 μM ATRA, with non-treated cells serving as controls. **a** The expression levels of CD38 and CD11b in HL60 cells were assessed at 24 h and 48 h post-treatment with CDK4/6i (red dots), ATRA (blue dots), or the combination of both drugs (green dots). Non-treated cells are represented by black dots. Representative data from three independent experiments are shown. **b** Cell cycle status was evaluated after drug treatment and 48 h after drug removal. Representative images and mean + SD of percentage of cells in G1 phase are shown (*n* = 3). **c** Cell growth was measured in drug-free medium following the indicated period of prior drug treatment (*n* = 4). The fold change in cell number was calculated by dividing the values at each time point by the values at day 0. **d** Immunofluorescent staining for PML-NBs was performed 48 h after drug treatment. Representative images and the mean + SD of the number of PML-NBs per nucleus and the average of their signal intensity are shown (*n* = 4). **e** Proliferation of shControl- and shPML-transduced HL60 cells was assessed in drug-free medium following 48 h of prior CDK4/6i+ATRA treatment (*n* = 4). The fold change in cell number was calculated by dividing the values at each time point by the values at day 0. **f** The expression of CD38 and CD11b on shControl- and shPML-transduced HL60 cells 48 h after CDK4/6i+ATRA treatment. The mean ± SD of the percentage of CD11b^high^CD38^low^ cells is shown (*n* = 3). **g**, **h** Cell number and apoptosis induction were assessed in PML-specific gRNA transduced MOLM-13 cells 48 h after CDK4/6i+ATRA treatment. The fold changes were calculated by dividing with the values of non-treated cells. The mean + SD from three independent experiments is shown. **P < 0.01; *P < 0.05; N.S., no significant difference (Tukey–Kramer’s test for (**b**); Dunnett’s test for (**d**, **e**); two-sided Student’s *t*-test for (**g**, **h**).

In addition to these potent anti-leukemic effects, we observed a distinctive pattern of PML-NB formation in HL60 cells treated with the drug combination. Notably, the increase in the number of PML-NBs was independent of the enhancement in signal intensity; while the number of PML-NBs increased with CDK4/6i treatment alone, the signal intensity was augmented specifically with CDK4/6i+ATRA (Fig. 3d). To investigate the contribution of PML-NBs to the anti-leukemic effects, PML expression was silenced using shRNAs in HL60 cells (Supplementary Fig. 6a). shPML treatment significantly attenuated CDK4/6i+ATRA-mediated irreversible cell growth arrest (Fig. 3e) and myeloid differentiation (Fig. 3f). Furthermore, CDK4/6i+ATRA-induced apoptosis in MOLM-13 cells, which concomitantly exhibited enhanced PML-NB signal intensity (Supplementary Fig. 5d), was inhibited by PML-specific gRNA transduction using the CRISPR-Cas9 system (Fig. 3g, h, and Supplementary Fig. 6b).

### Increased PML-NBs under cell cycle arrest are multimerized by mitogenic ERK signaling

The multivalent binding of a small ubiquitin-like modifier (SUMO) and SUMO-interacting motifs (SIMs) facilitates liquid-liquid phase separation (LLPS), driving the formation of molecular condensates, including PML-NBs [24]. Consistent with a previous report [25], the large PML-NBs observed after treatment with CDK4/6i+ATRA were dissolved in 1,6-hexanediol (Supplementary Fig. 7a–c), a compound known to disrupt LLPS-mediated intracellular condensates [26]. Consistent with the immunocytochemical staining results, western blotting showed that both CDK4/6i and CDK4/6i+ATRA treatments increased the RIPA-insoluble form of the PML protein (Supplementary Fig. 7d), which predominantly consisted of multimerized PML-NBs [25]. Notably, higher molecular weight proteins were observed in cells treated with CDK4/6i+ATRA (Supplementary Fig. 7e). The SUMO inhibitor ML792 reduced the number of PML-NBs while reciprocally increasing their signal intensity (Supplementary Fig. 8a) consistently with the previous report [25]. In the presence of ML792, ATRA failed to further enhance PML-NB signals when combined with CDK4/6i (Supplementary Fig. 8b), suggesting that SUMOylation modulation contributes to this PML-NB remodeling. Finally, we confirmed that ATRA significantly enhanced the molecular interaction of PML with SUMO using the proximity ligation assay (PLA) (Fig. 4a).

**Fig. 4:**
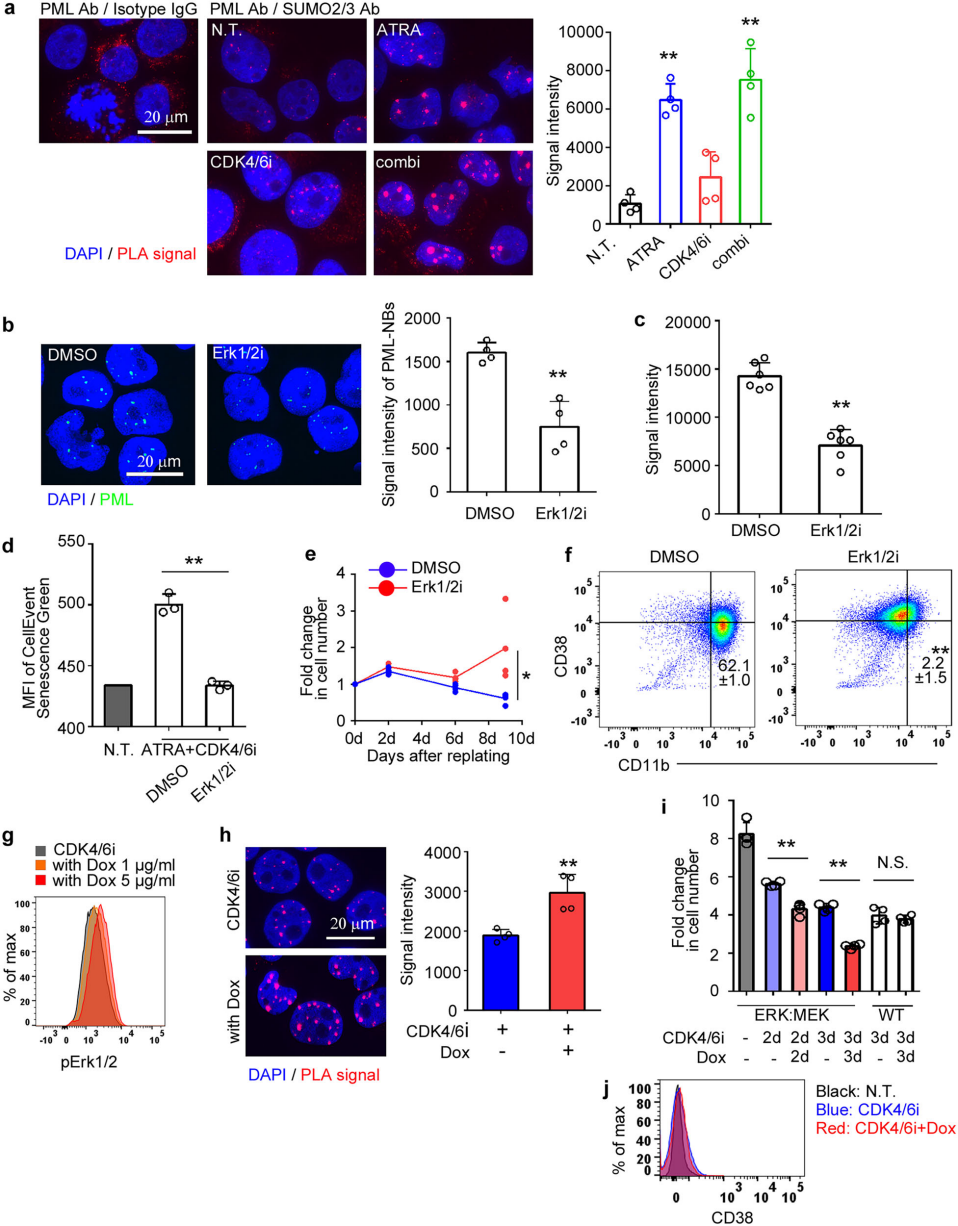
Increased PML-NBs under conditions of cell cycle arrest are multimerized by mitogenic ERK signaling. **a** Direct interaction of PML with SUMO was assessed at 48 h post-treatment with ATRA, CDK4/6i, or the combination of both drugs using PLA in HL60 cells. Representative images and the mean + SD of the signal intensity of PLA foci are shown (*n* = 4). HL60 cells were pre-treated with 1 μM ERK1/2i for 10 min, followed by treatment with CDK4/6i+ATRA in the presence (**b**, **c**, **d**, and **f**) or absence (**e**) of 1 μM ERK1/2i. Immunofluorescent staining was performed to detect PML-NBs (**b**), Direct interaction of PML with SUMO was assessed (**c**), β-galactosidase activity was measured (**d**), cell growth was evaluated after drug removal (**e**), and the expression of CD38 and CD11b was analyzed 48 h after drug treatment (**f**). Representative images and/or the means + SD are shown, which were calculated from three independent experiments (**d**, **f**), four independent experiments (**b**, **e**), and six randomly selected fields across three independent experiments (**c**). **g** Phosphorylation of ERK1/2 was examined 24 h after doxycycline treatment in HL60 cells transduced with pCWXPGR-pTF-ERK:MEK. Transfected HL60 cells were treated with CDK4/6i in the presence or absence of 5 μg/ml doxycycline. **h** Direct interaction of PML with SUMO was assessed 24 h after drug treatment, with representative images and the mean + SD of the signal intensity of PLA foci presented. **i** Cell proliferation was measured 48 h after drug removal, and the fold change in cell number was calculated relative to day 0. Parental HL60 cells were used as a wild type (WT) control. The means + SD were calculated from four independent experiments. **j** CD38 expression was assessed 72 h after drug treatment. **P < 0.01; *P < 0.05; N.S. no significant difference (Dunnett’s test for **a**; two-sided Student’s *t*-test for (**b–f**, and **h**; Tukey–Kramer’s test for **i**).

The proliferation of HL60 cells was efficiently inhibited by the ERK1/2 inhibitor, ravoxertinib (ERK1/2i), compared to the p38 and mTOR inhibitors (Supplementary Fig. 9a). Consistent with this finding, phosphorylated ERK1/2 was observed under normal culture conditions and further enhanced by ATRA treatment (Supplementary Fig. 9b). ERK1/2-mediated phosphorylation of PML promotes PML SUMOylation [27]. Consistent with these observations, the enhanced signal intensity of PML-NBs and PML-SUMO PLA induced by CDK4/6i+ATRA were significantly attenuated upon treatment with ERK1/2i (Fig. 4b, c). Furthermore, ERK1/2i inhibited the CDK4/6i+ATRA-induced increase in β-galactosidase activity (Fig. 4d), irreversible cell growth arrest (Fig. 4e), and myeloid differentiation (Fig. 4f). To directly confirm the contribution of ERK signaling, we generated HL60 cells transduced with pCWXPGR-pTF-ERK:MEK, which encodes a fusion protein of rat ERK2 and human MEK1 that spontaneously activates ERK signaling [28]. Doxycycline-induced phosphorylation of ERK was observed in a dose-dependent manner (Fig. 4g). Notably, treatment with doxycycline in combination with the CDK4/6i substantially enhanced PML-SUMO PLA signals (Fig. 4h) and inhibited post-treatment cell proliferation (Fig. 4i), but did not promote differentiation (Fig. 4j). Thus, the enlarged PML-NBs can be a hallmark of conflicting cell cycle signals, driven by the activation of mitogenic ERK signaling under conditions of cell cycle arrest, contributing to the observed anti-AML effects.

### Recruitment of histone chaperones into PML-NBs leads to detrimental reduction in de novo protein synthesis

In NB4 cells, ATRA treatment has recently been reported to induce cellular senescence through the recruitment of histone chaperones into PML-NBs and the senescence-associated deposition of the histone variant H3.3 [29]. We investigated the recruitment of the DAXX/ATRX complex and HIRA into PML-NBs, both of which are capable of driving histone H3.3 deposition [30]. CDK4/6i+ATRA synergistically enhanced the colocalization of histone chaperons with PML, with more pronounced recruitment observed for ATRX (Fig. 5a–c). Similar to the effects observed with shPML treatment, shATRX treatment significantly attenuated CDK4/6i+ATRA-mediated irreversible cell growth arrest and myeloid differentiation (Supplementary Fig. 10).

**Fig. 5:**
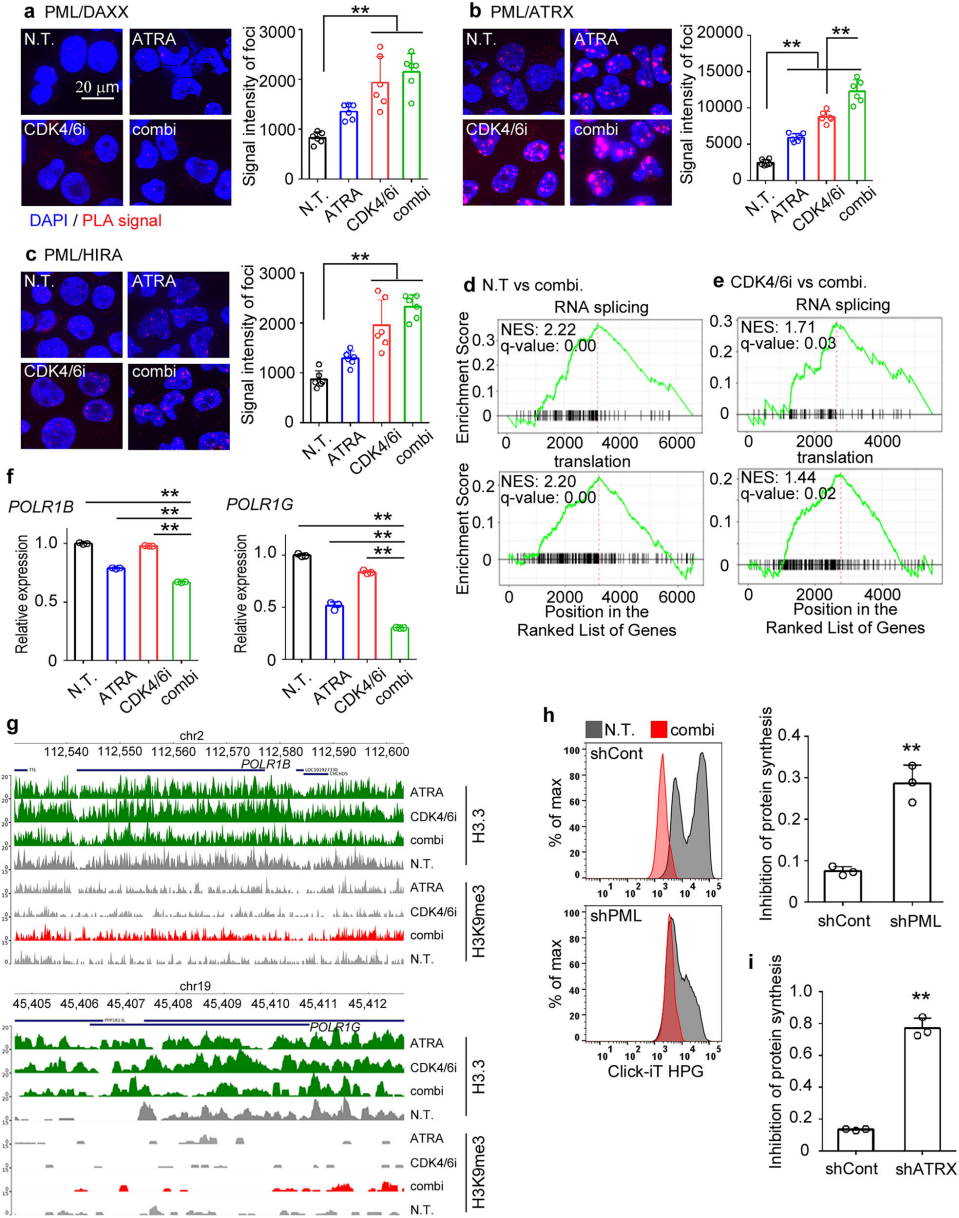
Combined treatment with CDK4/6i and ATRA suppresses de novo protein synthesis and concurrent recruitment of histone chaperones into PML-NBs. HL60 cells were treated with CDK4/6i and/or ATRA, with non-treated cells serving as controls. Molecular interactions of DAXX (**a**), ATRX (**b**), and HIRA (**c**) with PML were assessed 48 h after drug treatment using PLA. Representative images and the means + SD from six randomly selected fields across three independent experiments are shown. **d**, **e** Gene Set Enrichment Analysis (GSEA) was performed using gene sets associated with de novo protein synthesis-related GO terms (“RNA splicing” and “translation”). Comparisons were made between non-treated cells and combined drug-treated cells (**d**), as well as between CDK4/6i-treated cells and combined drug-treated cells (**e**). Normalized enrichment scores (NES) and *q*-values were calculated from three independent experiments. **f** Relative mRNA expression levels of POLR1B and POLR1G (*n* = 3). **g** Chromatin deposition of H3.3 and H3K9me3 at the POLR1B and POLR1G loci. Data representing the deposition at the transcription start site (TSS) regions, which were absent in control cells, are highlighted in green (H3.3) and red (H3K9me3). **h**, **i** De novo protein synthesis in shControl-, shPML-, and shATRX-transduced cells was assessed 48 h after CDK4/6i+ATRA treatment using the Click-iT HPG Alexa Fluor Protein Synthesis Assay. Inhibition of protein synthesis was calculated by dividing the MFI of drug-treated cells by that of untreated cells. Representative data and the mean + SD are shown (*n* = 3). **P < 0.01 (Tukey–Kramer’s test for **a**–**c** and **f**; two-sided Student’s *t*-test for **h**, **i**).

DAXX/ATRX is known to epigenetically regulate transcription by promoting histone H3.3 replacement on chromatin throughout the cell cycle [30]. To comprehensively investigate the chromatin deposition of histone H3.3, we performed ChIP-Seq analysis. As shown in Supplementary Fig. 11a, H3.3 ChIP-Seq peaks were broadly distributed across the genome, including genic and intergenic regions. Under different drug treatment conditions, we observed variable changes in H3.3 deposition patterns (Supplementary Fig. 11b). Notably, GO enrichment analysis revealed that more substantial functional terms were identified when using ChIP-Seq peaks commonly observed in both CDK4/6i- and CDK4/6i+ATRA-treated samples (Supplementary Fig. 11c). Interestingly, many of these terms were related to cellular processes such as the cell cycle and transcription/translation. Furthermore, terms associated with transcription/translation were further highlighted when analyzing ChIP-Seq peaks specifically observed in CDK4/6i+ATRA-treated cells (Supplementary Fig. 11c). Transcriptomic analysis consistently revealed that the expression of mRNAs associated with GO terms such as RNA splicing and translation was decreased in CDK4/6i+ATRA-treated HL60 cells compared to non-treated cells (Fig. 5d) or cells treated with CDK4/6i alone (Fig. 5e). Furthermore, CDK4/6i+ATRA cooperatively suppressed the expression of mRNAs encoding RNA polymerase I subunits, POLR1B and POLR1G, which are essential for ribosomal biogenesis (Fig. 5f). 

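The gene annotation behind the GO terms was not used here. Hand-compiled lists stood in for them, with translation as the sum of cytosolic ribosomal proteins, translation factors and tRNA synthetases. Of the RNA splicing list, 142 of 149 genes were tested, and their median log2 fold change in CDK4/6i+ATRA-treated cells was -0.75 against non-treated cells (adjusted p = 1.1e-09 from limma's camera test with Benjamini-Hochberg adjustment). Of these, 117 genes were called lower and 17 higher, and adjusted over the list alone 118 and 18. Against cells treated with CDK4/6i alone the splicing median was -0.35 (adjusted p = 3.9e-04), with 99 genes lower and 25 higher, and adjusted over the list alone also 99 and 25. Both splicing calls held under fry but not with an estimated correlation between genes (adjusted p = 0.152 and 0.378). The medians with ATRA alone and CDK4/6i alone were -0.22 and -0.35.
Of the translation list, 144 of 147 genes were tested, with a median log2 fold change of 0.47 against non-treated cells (88 higher, 47 lower) and no call (adjusted p = 0.494). Against CDK4/6i alone the translation median was 0.22 (84 higher, 50 lower, and 85 and 50 adjusted over the list alone), again with no call (adjusted p = 0.494). Scaling by library size alone lowered the median of all genes in the latter comparison from 0.0014 to -0.28 and the translation median to -0.060, which was called lower (adjusted p = 0.0444 from camera). Relative to the median of all genes, the translation list stood at 0.22 under either scaling, which follows from a shift of all genes alike. By gene set enrichment analysis with fgsea, the translation list had a normalized enrichment score of 1.19 against non-treated cells (adjusted p = 0.119) and of -1.24 against CDK4/6i alone (adjusted p = 0.0628).
The parts of the translation list moved apart. The 77 tested cytosolic ribosomal protein genes had a median of 0.62 against non-treated cells (adjusted p = 2.2e-05), with 73 higher and 3 lower, and of 0.33 against CDK4/6i alone (adjusted p = 0.00847), which library size alone lowered to 0.053 with no call (adjusted p = 0.102). The 47 translation factors had medians of -0.33 (adjusted p = 0.0449; 13 higher, 29 lower) and -0.43 (adjusted p = 0.00679). Without CDK4/6i+ATRA replicate 1, the first of these was -0.29 and not called (adjusted p = 0.0655). The 20 tRNA synthetases had medians of -0.87 (adjusted p = 4.7e-05; 2 higher, 15 lower) and -0.76 (adjusted p = 1.9e-05). Mitochondrial ribosomal proteins, not part of the translation list, had a median of -0.86 against non-treated cells (76 genes; adjusted p = 9.5e-06; 5 higher, 62 lower, and 6 and 62 adjusted over the list alone). Adjusted over the list alone, the counts against non-treated cells were the same for the other lists of protein synthesis. None of the calls for these parts held with an estimated correlation, and all held under fry.

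**Figure D3:**
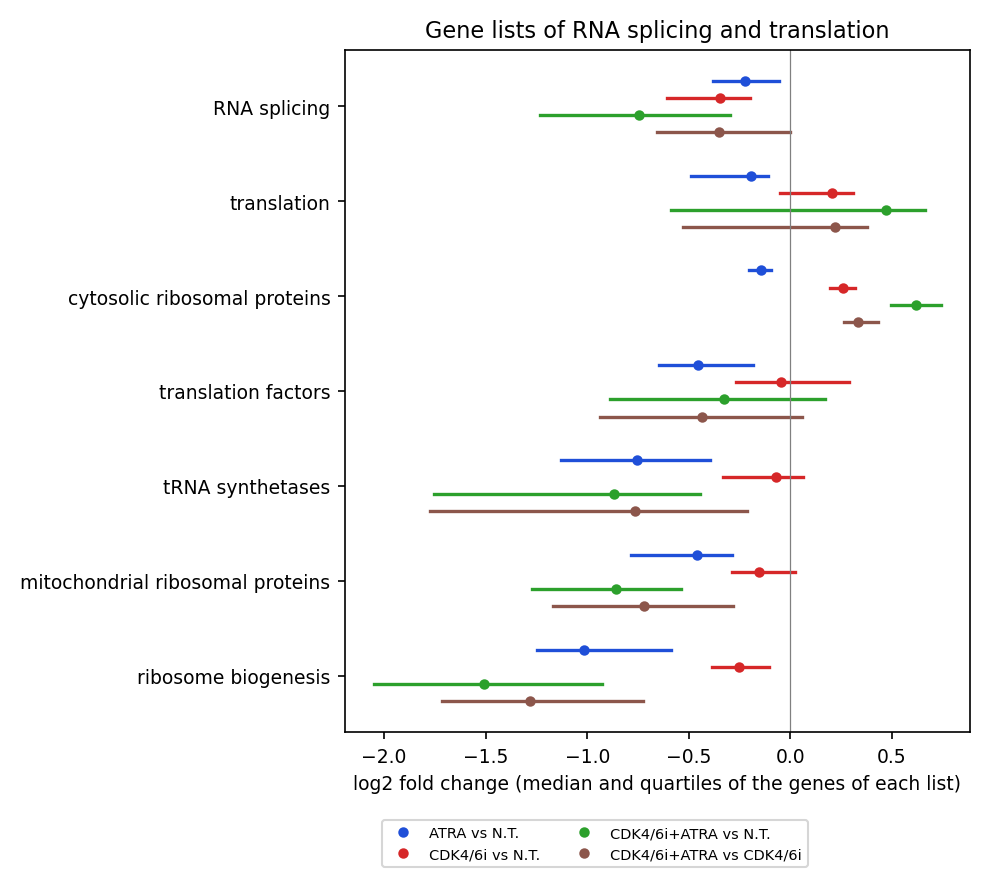
Medians (points) and quartiles (lines) of the log2 fold changes of the tested genes in the RNA splicing, translation, ribosomal protein and related lists, for each treatment against non-treated cells (N.T.) and for CDK4/6i+ATRA against CDK4/6i alone. For CDK4/6i+ATRA against non-treated cells the medians of splicing and of cytosolic ribosomal proteins are -0.75 and 0.62.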

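POLR1B (chromosome 2 of hg38, 112542036 to 112579818) had 158.7 ± 3.60 CPM (SD, n = 3) in non-treated cells, 64.9 ± 1.84 with ATRA, 145.7 ± 0.653 with CDK4/6i and 38.3 ± 0.662 with CDK4/6i+ATRA. Relative to non-treated cells, these means of POLR1B were 0.409, 0.918 and 0.241. The log2 fold change of POLR1B with CDK4/6i+ATRA was -2.05 (standard error 0.0485, adjusted p = 1.1e-37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between -2.08 and -2.04 with each library left out in turn. POLR1B was lower with CDK4/6i+ATRA than with ATRA alone by a log2 fold change of -0.76 (adjusted p = 4.8e-18 in the edgeR test). The interaction for POLR1B was -0.64 (adjusted p = 8.7e-12 in the edgeR test), a larger fall than the sum of the single-drug effects.
POLR1G (chromosome 19, 45406644 to 45410737) had 24.7 ± 0.973 CPM (SD, n = 3) in non-treated cells, 4.36 ± 0.675 with ATRA, 14.8 ± 0.761 with CDK4/6i and 1.46 ± 0.0311 with CDK4/6i+ATRA, where the libraries held 16, 16 and 18 counts. Its relative expression was 0.176, 0.598 and 0.0591. The log2 fold change of POLR1G with CDK4/6i+ATRA was -4.07 (standard error 0.156, adjusted p = 9.5e-29 in the edgeR test), and -1.56 against ATRA alone (adjusted p = 6.2e-09 in the edgeR test). The interaction for POLR1G was -0.82 (standard error 0.238, adjusted p = 0.00319 in the edgeR test). POLR1G overlaps ERCC1 on the opposite strand, which had 12067 counts over all libraries against 2295 for POLR1G, and POLR1B overlaps LOC105373562, which had 19. Every CDK4/6i+ATRA library lay below every library of each other group for both genes, with an exact permutation p of 0.1 (two-sided), the smallest possible.
The 117 tested genes of the ribosome biogenesis list had a median log2 fold change of -1.51 against non-treated cells, with 109 lower and 4 higher (adjusted p = 2.0e-19 from limma's camera test), a call that held under fry and with an estimated correlation. Their median was -1.02 with ATRA alone and -0.25 with CDK4/6i alone, with a median interaction of -0.23 (adjusted p = 3.3e-04 from camera, but 0.312 with an estimated correlation).

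**Figure D4:**
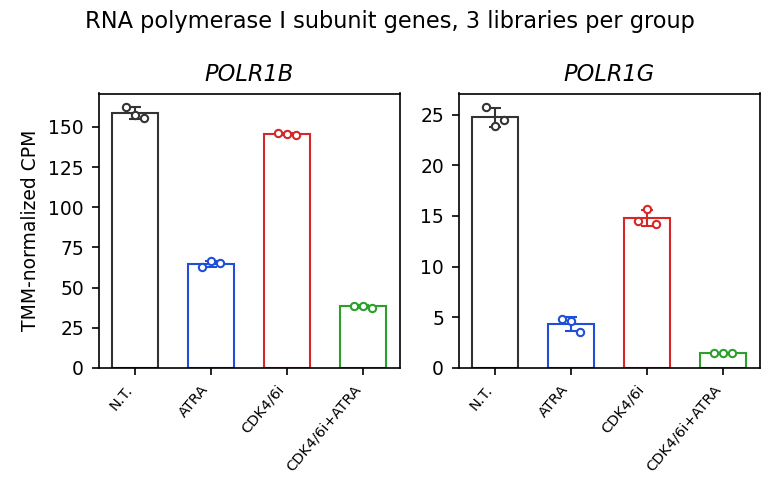
CPM of POLR1B and POLR1G in each library (points) with the mean (bars) and SD (error lines) of each group of 3, in non-treated cells (N.T.) and under each treatment. The CDK4/6i+ATRA libraries are the lowest, with means of 38.3 CPM for POLR1B and 1.46 CPM for POLR1G.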

Notably, the deposition of histone H3.3 was similarly induced by either drug alone or in combination, whereas H3K9me3 enrichment at transcription start sites of these genes was specifically observed following the combination treatment (Fig. 5g). This suggests that there are potential alterations in the epigenetic regulation of these genes. Consistent with these observations, CDK4/6i+ATRA treatment markedly suppressed de novo protein synthesis in HL60 cells; however, this suppression was significantly attenuated by shPML (Fig. 5h) or shATRX treatment (Fig. 5i). HL60 cells carry a mutation in the *p53* gene [31] that is not commonly observed in AML. In contrast, all M5-classified AML cell lines in which apoptotic cell death was induced following CDK4/6i+ATRA treatment (Supplementary Fig. 5) possessed the wild-type *p53* gene [32]. In MOLM-13 cells, X-ray treatment rapidly increased the total amount of p53 and its various activating modifications. However, neither effect was induced by CDK4/6i+ATRA treatment (Supplementary Fig. 12a). Similar to the observation in HL60 cells, CDK4/6i+ATRA suppressed protein synthesis through a PML-dependent mechanism in MOLM-13 cells (Supplementary Fig. 12b), suggesting that this p53-independent effect is a common cytotoxic event in AML cells.

### Anti-AML cell specific therapeutic effect of combined treatment with CDK4/6i and ATRA in the AML mouse model

The in vitro anti-AML effects prompted us to conduct a preclinical study to evaluate the therapeutic efficacy of combined CDK4/6i and ATRA treatment in vivo. To assess whether the cytotoxic effects of the combined drug treatment are dependent on PML in vivo, we established tumor-bearing nude mice using either control or *PML* gene-edited MOLM-13 cells and administered CDK4/6i and ATRA (Fig. 6a). The combination treatment selectively suppressed the tumor growth of PML-intact cells (Fig. 6b). To evaluate the anti-leukemia effects of CDK4/6i and/or ATRA, drug administration began 14 days post-transplantation of primary AML cells derived from mice, coinciding with the emergence of GFP^+^ (MLL-AF9^+^) cells in the peripheral blood (PB) of the recipients, as outlined in the schedule (Fig. 6c). A significant reduction in WBCs and GFP^+^ leukemia cells in the PB was exclusively observed in mice receiving the combination treatment, with no comparable effects observed with monotherapy (Fig. 6d, e). Leukemia cells were almost eradicated from the PB in more than half of the mice treated with the combination therapy (Fig. 6e). Consistent with these findings, combination treatment significantly improved survival rates compared to monotherapy (Fig. 6f).

**Fig. 6:**
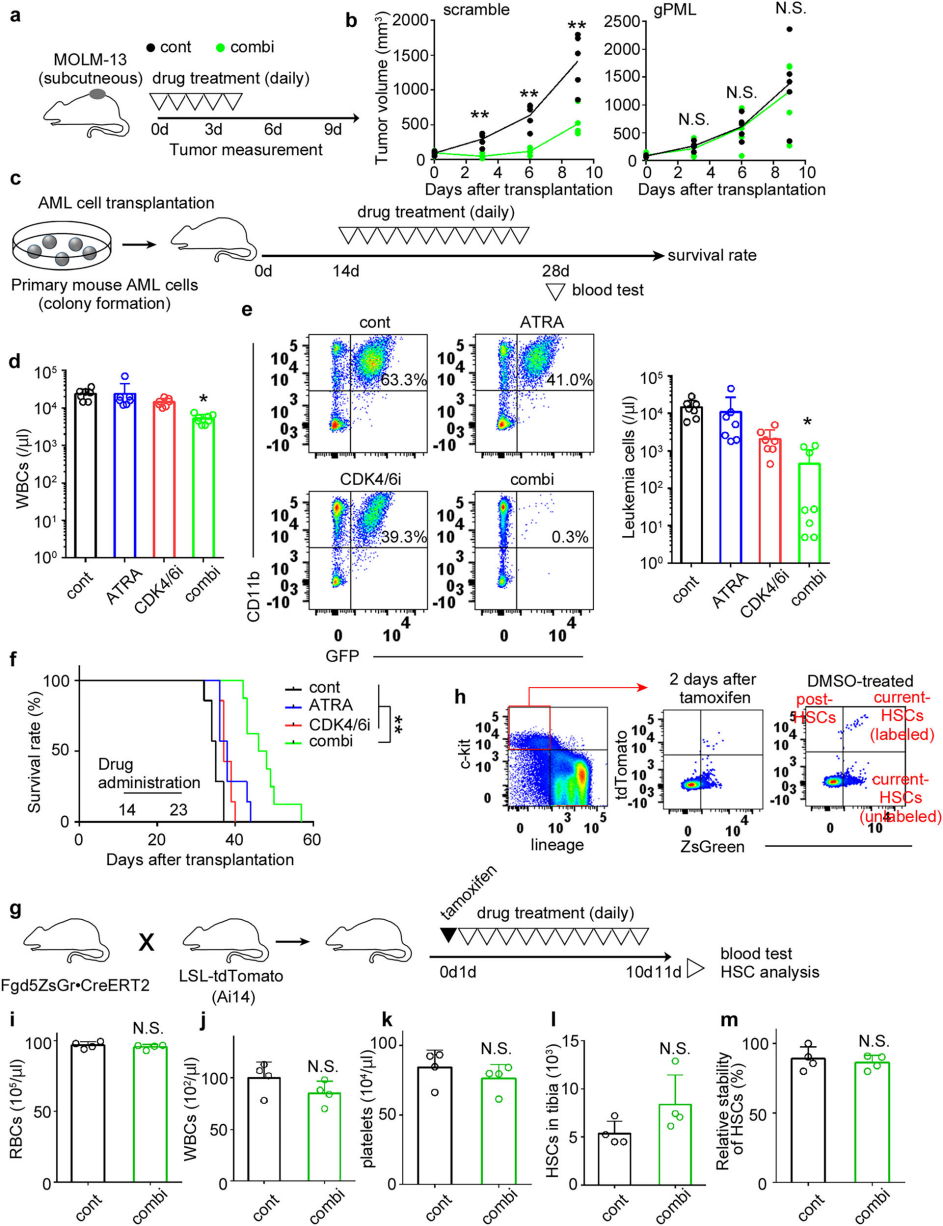
Anti-AML cell specific therapeutic effect of combined treatment with CDK4/6i and ATRA in the AML mouse model. **a** Schematic representation of the experimental design for the combined treatment with CDK4/6i and ATRA in nude mice bearing subcutaneous tumor of scramble- or gPML-transduced MOLM-13. Each treatment group consisted of five mice. **b** The size was calculated using the formula (volume = length × width^2^ /2) and is presented accordingly. **c** Schematic representation of the experimental design for the combined treatment with CDK4/6i and ATRA in mice bearing AML. Seven mice were treated with DMSO (control), CDK4/6i alone, or ATRA alone. Eight mice received the combination treatment. **d** The number of WBCs and (**e**) GFP^+^ AML cells in the PB were evaluated 28 days after AML cell transplantation. **f** Survival rates of mice bearing AML. **g** Schematic representation of the experimental design for the combined treatment with CDK4/6i and ATRA in healthy mice. Four mice were treated with either DMSO or the combination of CDK4/6i and ATRA. **h** Gating strategy for classifying each indicated HSC population, adjusted based on representative data obtained 2 days after tamoxifen injection. The number of RBCs (**i**), WBCs (**j**), and platelets (**k**) were evaluated 24 h after the last drug administration. **l** The number of HSCs was calculated as follows: total BM cells × proportion of lineage^-^c-kit^+^ZsGeen^+^ cells. **m** HSC stability was calculated using the following formula: the number of tdTomato^+^ZsGreen^+^ cells / (the number of tdTomato^+^ZsGreen^+^ cells + tdTomato^+^ZsGreen^−^ cells). **P < 0.01; *P < 0.05; N.S. no significant difference (Dunnett’s test for **d** and **e**; log-rank test for **f**; two-sided Student’s *t*-test for **b**, **i**–**m**).

To evaluate the potential adverse effects on the normal hematopoietic system, Fgd5tm3 mice [33] were crossed with Ai14 mice and subsequently subjected to combined CDK4/6i and ATRA treatment, as outlined in Fig. 6g. Two days after the tamoxifen injection, partial but selective tdTomato expression was observed in lineage^-^c-kit^+^ZsGreen (Fgd5)^+^ hematopoietic stem cells (HSCs) (Fig. 6h). By the end of drug treatment, a reduction in the ZsGreen-derived signal was detected in a minor population of tdTomato-labeled HSCs (Fig. 6h), which is presumed to represent post-HSCs with reduced Fgd5 expression. Under these experimental conditions, the combined drug treatment did not exert any detrimental effects on the hematopoietic system, as evidenced by the unchanged numbers of RBCs (Fig. 6i), WBCs (Fig. 6j), platelets (Fig. 6k), and bone marrow (BM) lineage^-^c-kit^+^Fgd5^+^ HSCs (Fig. 6l). Moreover, the stability of HSCs, represented by ZsGreen expression in tdTomato-labeled cells, remained unaffected following treatment (Fig. 6m). These findings suggest that a combination of CDK4/6i and ATRA is tolerable by the normal hematopoietic system.

## Discussion

We found that the conflicting activation of mitogenic ERK signaling under conditions of cell cycle arrest induces cytotoxicity in heterogenous AML cell lines following combined treatment with ATRA and CDK4/6i palbociclib. Blagosklonny recently proposed that sustained activation of growth signaling in non-proliferating cells contributes to geroconversion during cellular senescence, analogous to simultaneously pressing both the brakes and the accelerator [1]. More recently, several studies have demonstrated that mitogenic mTOR signaling plays a key role in promoting cellular overgrowth during G1 cell cycle arrest, thereby triggering geroconversion [34–37]. In these studies, palbociclib monotherapy effectively induced cellular senescence in human breast cancer cell lines, but not in B cell precursor leukemia cell lines [36]. Consistent with these findings, we observed that palbociclib alone was insufficient to induce cellular senescence in human AML cell lines, as evidenced by re-entry into the cell cycle after drug withdrawal. In contrast, ATRA-mediated ERK signaling synergized with palbociclib and caused significant cytotoxic effects in AML cells. This suggests that the basement levels of mitogenic signals in leukemia cells under palbociclib-induced cell cycle arrest may be insufficient to trigger cytotoxicity, in contrast to breast cancer cells.

Mechanistically, we found that cell cycle arrest during interphase facilitates the continuous reassembly of PML-NBs, with an increased number of PML-NBs undergoing multimerization via SUMO association in an ERK signaling-dependent manner. In contrast, Lim et al. reported that ERK2 promotes Pin1-mediated degradation of PML in breast cancer cells [38]. Similarly, arsenic trioxide induces SUMOylation and subsequent degradation of PML by directly binding to it [39], with both cases likely involving proteasomal degradation and reduced PML protein levels. Consistent with this, we observed that arsenic trioxide treatment decreased PML-NB numbers and failed to reproduce the synergistic cytotoxicity in HL60 cells (data not shown). However, our findings that ERK signaling inhibition attenuated the cytotoxic effects of combination treatment, concurrent with the prevention of PML-NB enlargement, and that ERK activation, in contrast, synergized with palbociclib to promote PML-NB enlargement suggest that ERK-driven enlargement of PML-NBs under G1 arrest contributes to cytotoxicity. We therefore speculate that, under G1 arrest conditions, SUMOylated PML may escape cytoplasm translocation and proteasomal degradation, allowing it to accumulate and enlarge within the nucleus.

PML-NBs are membrane-less organelles characterized by a PML protein shell surrounding an inner core [2]. This unique intranuclear architecture serves as a scaffold for epigenetic regulation of gene expression by recruiting various chromatin-associated factors in response to cellular stress [2]. Both PML and several cargo proteins contain SIM motifs that mediate their recruitment to PML-NBs via SUMO-SIM interactions [40]. Kovatcheva et al. recently reported that palbociclib treatment induces cellular senescence in human liposarcoma LS8817 cells through the formation of senescence-associated heterochromatic foci (SAHF), which are mediated by the recruitment of the chromatin-remodeling enzyme ATRX into PML-NBs [41]. Furthermore, Duarte et al. demonstrated that, during senescence induction, the replacement of canonical histones H3.1 and H3.2 with the variant H3.3 precedes SAHF formation [42]. ATRX/DAXX primarily facilitates H3.3 deposition on silenced, methylated alleles, maintaining repressive marks such as H3K9me3 [43]. In line with previous reports, we found that the combination treatment led to the deposition of both H3.3 and H3K9me3 at the transcription start sites of genes encoding RNA polymerase I subunits in AML cells. This epigenetic alteration was accompanied with a marked downregulation in the transcription of these genes, as well as genes involved in translation. Notably, the combination treatment significantly impaired global protein synthesis in a manner dependent on PML and ATRX. Together, these findings suggest that activated PML-NBs suppress protein synthesis primarily through ATRX-dependent epigenetic regulation.

In our preclinical study using MLL-AF9-driven AML-bearing mice, short-term treatment (10 days) with a combination of palbociclib and ATRA, but not with either agent alone, significantly inhibited AML cell growth. Notably, more than half of the mice treated with combination therapy showed complete clearance of leukemia cells from the PB. In contrast, combination therapy under the same conditions had no discernible adverse effects on the normal hematopoietic system, particularly in Fgd5-expressing HSCs. Gazit et al. identified Fgd5 as a reliable marker of HSCs in the BM and developed a reporter system that specifically labels HSCs in mice [33]. Using this system, we demonstrated that neither the number of HSCs nor their Fgd5 expression levels were affected by the combination treatment. Consistent with the well-established knowledge that palbociclib can induce myelosuppression as a side effect [44], our unpublished data revealed that long-term (28 days) palbociclib monotherapy resulted in a transient reduction in WBC and RBC counts. However, these hematological defects were fully resolved after treatment. Importantly, we observed that the same treatment did not lead to the accumulation of p16-expressing senescent cells in the BM, as assessed in p16-CreERT2-tdTomato mice [45] (manuscript in preparation). Taken together, these findings suggest that the combination of palbociclib and ATRA is not only highly effective, but also a safe therapeutic strategy for AML.

In this study, we identified a novel cell biological phenomenon involving the activation of conflicting cell cycle signals, characterized by the enlargement of PML-NBs induced by mitogenic ERK signaling under cell cycle arrest. A hallmark of neoplasms is the constitutive activation of mitogenic signaling, which is typically elevated compared to that in normal cells, suggesting a preferential targeting of neoplastic cells. Further elucidation of this mechanism may provide a foundation for developing a novel therapeutic strategy with broad applicability across various types of neoplasms.

## Materials and methods

### Mice

Specific pathogen-free 6–8-week-old male BALB/c mice were purchased from Charles River Japan (Kanagawa, Japan). Fgd5tm3(cre/ERT2) mice and Ai14 mice of the C57BL/6 J strain were obtained from Jackson Laboratories (Bar Harbor, ME, USA). All mice were kept under specific pathogen-free conditions, housed (five per cage) in a temperature (21–25 °C), and maintained on a 12 h light/dark cycle (lights on at 08:00 to 20:00). The mice had ad libitum access to standard food and water. All experiments were performed in accordance with relevant guidelines and regulations and complied with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines. Mouse experiments were not randomized. The investigators were not blinded when separating mice into each experimental group.

### Antibodies (Abs)

The following rat, mouse, or rabbit anti-human monoclonal (m)Abs: anti-CD11b (M1/70; 20-0112, TONBO Biosciences, San Diego, CA), anti-CD38 (HB7; 50–0388, TONBO Biosciences), anti-DAXX (25C12; 4533, Cell Signaling, Danvers, MA), anti-HIRA (EPR7416; ab129169, abcam Cambridge, UK), anti-histone H3.1/2 (1D4F2; CEC-006, Cosmo Bio, Tokyo, Japan), anti-histone H3.3 (4H2D7; CEC-008, Cosmo Bio), anti-PML (C7; ab96051, abcam), anti-pERK1/2 (197G2; 33370, Cell Signaling), and anti-SUMO-2/3 (18H8; 4971, Cell Signaling) were used. Rabbit polyclonal anti-human ATRX (ab97508, Abcam) and PML (21041-1-AP, Proteintech, Rosemont, IL) Abs were also used. APC-conjugated rabbit control mAb (DA1E; 12445) and mouse/rabbit control IgGs were purchased from Cell Signaling and Thermo Fisher Scientific (Waltham, MA), respectively.

### Culture of cell lines, drug treatment, and cell reproliferation assay

Human AML cell lines, MOLM-13 and MOLM-14, were obtained from JCRB Cell Bank (Osaka, Japan). HL60, MV4-11, and NB4 cell lines were purchased from ATCC (Manassas, VA). The experiments utilized frozen stocks of cell lines prepared within a few passages after acquisition. The cell lines were authenticated by their respective cell banks and further authentication was not conducted. A mycoplasma test was not conducted upon receipt from the cell bank. All cell lines were cultured in RPMI-1640 medium supplemented with 10% FBS. The cells were treated with 1 μM ATRA (Sigma-Aldrich, Burlington, MA) alone or in combination with 1 μM of the CDK4/6 inhibitor (CDK4/6i) palbociclib (Selleckchem, Houston, TX). In the reproliferation assay, cells were washed twice with fresh culture medium for the indicated time periods of drug treatment. The cells were then plated in 96-well plates at a density of 10^4^ viable cells per well and their number and viability were determined using trypan blue staining method. Cell proliferation was determined using the Cell Counting Kit-8 (DOJINDO, Kumamoto, Japan) at the indicated time points until confluency was reached.

### Establishment of knock-down and genome-edited cell lines

PML and ATRX knockdown cells were established from HL60 cells by infection with the MISSION lentivirus carrying pLKO puro with shRNA constructs (PML-1: TRCN0000003869, PML-2: TRCN0000314603, ATRX-1: TRCN0000013590, ATRX-2: TRCN0000013588) purchased from Sigma-Aldrich. As a control, HL60 cell line was infected with MISSION lentivirus carrying pLKO puro with non-mammalian shRNA control constructs (SHC002V). For genome editing in the MOLM-13 cell line, the cells were infected with lentiviral particles carrying the U6-gRNA:ef1a-puro-2A-Cas9-2A-tGFP construct (gRNA sequence for PML: GTTCACGCGCAGATGCACG, non-targeting gRNA for scramble: CGCGATAGCGCGAATATATT) purchased from Sigma-Aldrich. Stably transfected cells were selected in culture medium supplemented with 1 μg/ml puromycin for more than 2 weeks.

### Establishment of cell line with doxycycline-inducible activation of ERK signaling

HL60 cells were infected with a lentivirus carrying pCWXPGR-pTF-ERK:MEK, which was a gift from Patrick Salmon (Addgene plasmid # 114291). Seven days post-infection, GFP-expressing cells were isolated using a FACSAria III (BD Biosciences, San Jose, CA).

### Generation of mouse AML model

As described in detail in our previous study [46], total bone marrow (BM) cells were harvested from AML-developing mice transplanted with human MLL-AF9-transduced mouse hematopoietic stem or progenitor cells, and stored in liquid nitrogen as a frozen stock of primary AML cells. To prepare the mouse AML model, 2 × 10^5^ colony forming cells, briefly cultured in semi-solid methylcellulose-based medium (Methocult GF M3534, STEMCELL Technologies, Vancouver, Canada), were intravenously transplanted into sub-lethally irradiated secondary recipient mice along with 1 × 10⁶ normal BM cells.

### In vivo drug administration

ATRA (Sigma-Aldrich) and palbociclib-HCL (Selleckchem) were dissolved in DMSO and distilled water to make a 2.5 and 20 mg/ml stock solutions, respectively. Mice bearing AML were intraperitoneally injected with ATRA (5 mg/kg, diluted in PBS containing 5% polyethylene glycol 400 (Sigma-Aldrich) and 5% Tween 80 (Sigma-Aldrich)) and/or palbociclib-HCL by oral gavage (100 mg/kg, diluted in water).

### NBT reduction assay

One NBT tablet (Sigma-Aldrich) was dissolved in 10 ml culture medium and used as the working solution. Cells were incubated with 10 µg/ml PMA in the NBT working solution for 20 min at 37 °C. The cytospin-prepared slides were fixed with methanol and counterstained with 0.15% safranin O for 30 s.

### RNA extraction and RNA-Seq analysis

Total RNA was extracted from cells using the RNeasy Plus Mini Kit (QIAGEN, Limburg, Netherlands). RNA quality was assessed using a NanoDrop (Thermo Fisher Scientific) and a Qubit 3.0 Fluorometer (Thermo Fisher Scientific). Qualified RNA was subjected to the RNA-Seq library preparation using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA). A NovaSeq 6000 (Illumina, San Diego, CA) was used for sequencing. Raw data were processed using the supercomputing resources provided by the Human Genome Center, Institute of Medical Science, University of Tokyo. RNA-Seq reads for each sample were aligned to the human genome (hg38) using STAR aligner (v2.7.11a) [47]. Aligned reads were subsequently assembled into transcripts guided by reference annotation (NCBI Refseq). RSEM (v1.3.3) was used to obtain the raw gene counts from the read alignments [48]. Differential expression analysis was performed using DESeq2 (v1.36.0) [49].

### Immunofluorescent staining and PLA

The cells were immortalized on a slide using a Cytospin 4 (Thermo Fisher Scientific) and subjected to immunofluorescent (IF) staining for PML-NBs, as well as a PLA using the Duolink In Situ Orange Starter Kit (Merck, Rahway, NJ), according to the manufacturer’s instructions. Specificity of PLA was validated using control IgGs (Supplementary Fig. 13). For IF and PLA, the cells were fixed with 100% methanol for 5 min and 4% paraformaldehyde for 10 min, respectively, and then permeabilized with 0.1% Triton X-100 for 5 min. Images were obtained using a BZ-X710 microscope, and the number of PML-NBs per nucleus, as well as the total signal intensity of fluorescent-positive dots—calculated based on area and brightness—were quantified using Keyence Analysis Software.

### Flow cytometry

Intracellular PML and ATRX were stained with each protein-specific mAb using a Foxp3/Transcription Factor Buffer Set (eBioscience, San Diego, CA). Intracellular phosphorylated ERK1/2 was stained with a specific mAb after secondary fixation with 100% cold methanol for 20 min on ice, followed by primary fixation with Foxp3/Transcription Factor Buffer Set. For the analysis of apoptosis, cell cycle, β-galactosidase activity, and protein synthesis, cells were stained using the Annexin V-FITC Apop Kit (Thermo Fisher Scientific), the Cell Cycle Assay Solution Deep Red Kit (DOJINDO), the CellEvent Senescence Green Flow Cytometry Assay Kit (Thermo Fisher Scientific), and the Click-iT HPG Alexa Fluor Protein Synthesis Assay Kit (Thermo Fisher Scientific), respectively. The expression of each molecule was determined using a FACSCanto II (BD Biosciences) and analyzed with FlowJo software (Tree Star, Ashland, OR).

### Protein extraction and western blotting

The cells were lysed with cold RIPA buffer (Nacalai Tesque, Kyoto, Japan) containing ProteoGuard EDTA-Free Protease Inhibitor Cocktail (Takara, Shiga, Japan) and a Phosphatase Inhibitor Cocktail (Cell Signaling). For the detection of multimerized PML protein, the cell lysate was centrifuged at 9000 g for 5 min at 4 °C after incubation on ice for 10 min. The pellet was then resuspended with PBS containing 250 U/ml benzonase nuclease (Sigma-Aldrich) and incubated for 2 h at 25 °C. Protein concentration was measured using the Qubit Protein Assay Kit (Thermo Fisher Scientific), 1 mg/ml protein samples were loaded into a 66-440 kDa Separation Module (Bio-Techne, Minneapolis, MN), and PML protein was detected using rabbit polyclonal anti-human PML Abs (dilution 1:50). To detect p53 protein phosphorylation and acetylation, the cell lysate was sonicated on ice for 1 min and then incubation on ice for 30 min. It was then centrifuged at 9000 × g for 5 min at 4 °C, and protein concentration was determined using the Pierce Dilution-Free Rapid Gold BCA Protein Assay Kit (Thermo Fisher Scientific). Protein samples at a concentration of 1 mg/ml were loaded into a 12–230 kDa Separation Module (Bio-Techne), and each modification of the p53 protein was detected using a p53 Antibody Sampler Kit (Cell Signaling). Simple western blot analysis was performed using Protein Simple Abby platform (Bio-Techne).

### ChIP-Seq analysis

DNA sample preparation for ChIP-Seq analysis, including crosslinking between proteins and DNA, chromatin fragmentation, immunoprecipitation, and DNA purification, was conducted using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling). DNA quality was assessed with a NanoDrop (Thermo Fisher Scientific) and a Qubit 3.0 Fluorometer (Thermo Fisher Scientific). Qualified DNA was subjected to the ChIP-Seq library preparation using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs). NovaSeq 6000 (Illumina) was used for sequencing. Raw data were processed using supercomputing resources provided by the Human Genome Center, Institute of Medical Science, University of Tokyo. Quality of ChIP-seq datasets was assessed using the FastQC tool (version 0.12.1). Raw ChIP-seq reads were aligned to the human reference genome (hg38) using bowtie2 (version 2.5.2) [50]. Multi-mapping reads were aligned to the optimal location using the alignment score. (If there are same score multimapping score read, that reads were aligned only location randomly). Duplicate reads were filtered using Picard (version 2.21.4). Peak calling was performed with HOMER (version 4.11.1) software [51] using a p-value cutoff of 0.001. GO analysis was performed GREAT [52] using optioned proximal 5.0 kb upstream1.0 kb distal up to 50.0 kb. Dot plot for GO enrichment analysis were generated using custom R script.

### Statistical analysis

Specific sample size calculation methods were not used. Technically validated data were not excluded. Data were statistically analyzed using GraphPad Prism software (Ver. 6; La Jolla, CA) using the methods indicated in the legend of each figure. Two-sided Student’s *t*-test and one-way ANOVA followed by Dunnett or Tukey–Kramer post-hoc tests were used to compare the data between two and more than two groups, respectively. The log-rank test was used to evaluate the survival curve data. Statistical significance was set at *p* < 0.05.

## Supplementary information

Supplementary Figures

## Data Availability

Raw and processed data of RNA-Seq and ChIP-Seq are available at Gene Expression Omnibus (GEO) under accession number GSE276457 and GSE276456, respectively.

# Supplementary material for: Enlarged PML-nuclear bodies trigger conflicting cell cycle signal-mediated cytotoxicity in leukemia cells
**Source:** Cell Death Dis. 2025 Aug 2;16(1):586. doi: 10.1038/s41419-025-07911-7
**Supplement:** Supplementary file 1 — Supplementary Figures

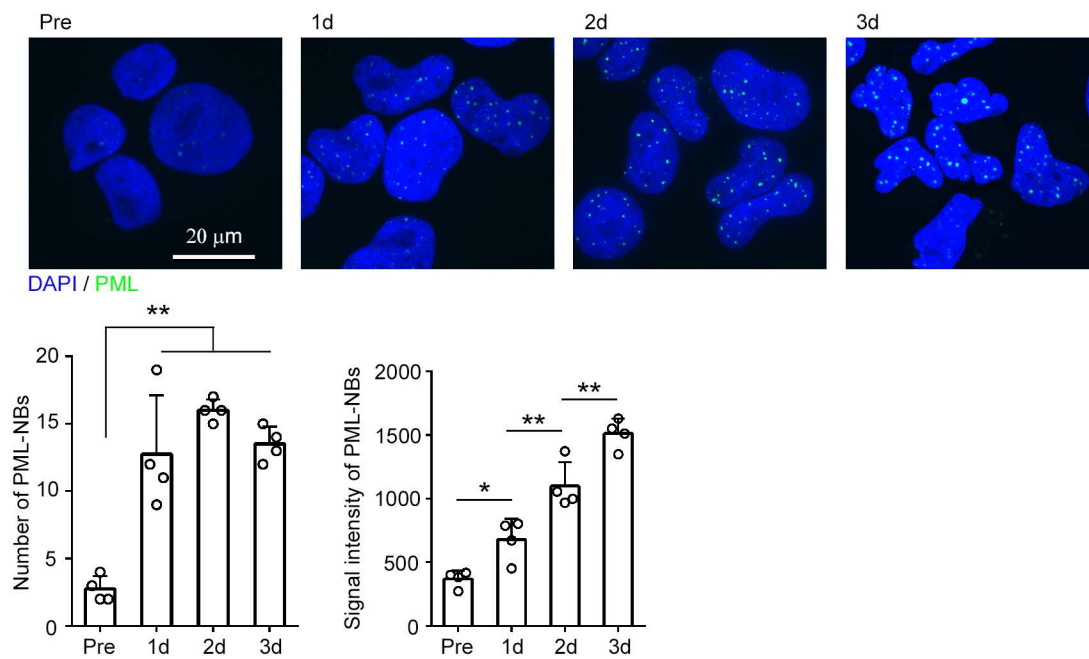

**Supplementary Figure 1. ATRA-mediated PML-NB formation in NB4 cells.** NB4 cells were treated with 1  $\mu$ M ATRA, and immunofluorescent staining for PML-NBs was performed at the indicated time points. Representative images are shown, along with the mean + SD of the number of PML-NBs per nucleus and the average of their signal intensity (n = 4). \*\*P < 0.01; \*P < 0.05 (Tukey-Kramer's test).

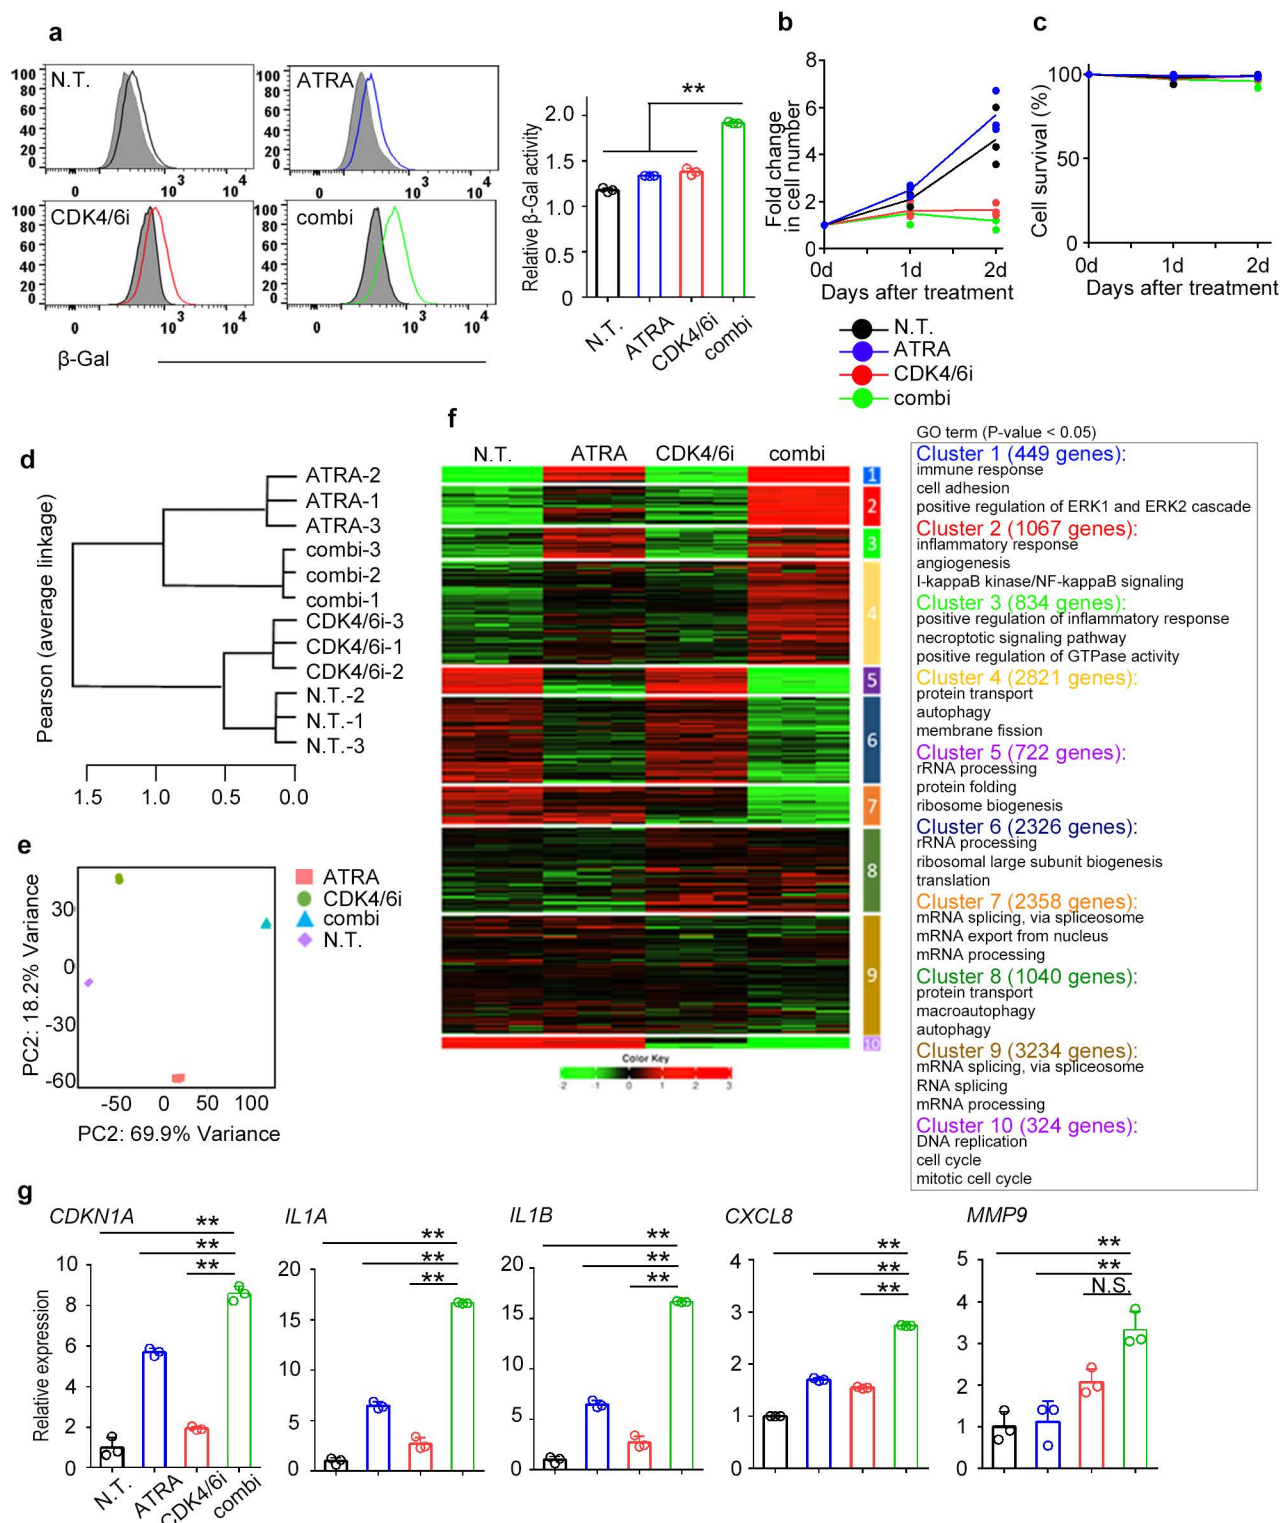

**Supplementary Figure 2. Combined treatment with CDK4/6i and ATRA in HL60 cells.** HL60 cells were treated with 1  $\mu$ M CDK4/6i and/or 1  $\mu$ M ATRA, with non-treated cells serving as controls. (a)  $\beta$ -galactosidase activity was measured 48 h after drug treatment. Representative data and the mean + SD are shown ( $n = 3$ ). \*\* $P < 0.01$  (Tukey-Kramer's test). Gray-filled histograms indicate non-staining background. (b) Cell counts were performed at the indicated time points following drug treatment ( $n = 3$ ). The fold change in cell number was calculated by dividing the number at each time point by the number at day 0. (c) Cell viability was assessed at the indicated time points post-treatment ( $n = 3$ ), and the percentage of viable cells is presented as cell survival. (d-g) RNA-Seq analysis was conducted 48 h post-treatment. Results from the phylogenetic tree analysis (d), principal component analysis (e), heat map analysis (f), and relative mRNA expression of senescence-related factors (g) are presented ( $n = 3$ ). The representative GO terms from each cluster in the heat map are highlighted. \*\* $P < 0.01$ ; N.S., no significant difference (Tukey-Kramer's test).

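The tree and the principal components were computed on log2(CPM + 4) of all tested genes, with CPM by library size without TMM and each gene centered on its mean. The first component held 74.6% of the variance, the second 20.3% and the third 3.39%. The first component ordered the groups from non-treated cells (mean score -57.57) through CDK4/6i (-31.52) and ATRA (7.91) to CDK4/6i+ATRA (81.17). The second component placed ATRA at -41.21 and CDK4/6i at 32.89, with CDK4/6i+ATRA at 13.27 and non-treated cells at -4.95. In the tree, which joined libraries by average linkage on 1 minus Pearson's correlation, the 3 libraries of each group formed a branch of their own. ATRA joined CDK4/6i+ATRA at a height of 0.944, CDK4/6i joined non-treated cells at 0.489, and these branches met at 1.6. Scaling each gene to the same variance moved the first component most, to 55.4%, with the same order of branching. Citing the tree and the principal components, the paper states that the effect of CDK4/6i+ATRA was synergistic and not additive.
The senescence-related factors of Supplementary Fig. 2g are given as mean CPM divided by the mean of non-treated cells, with n = 3 libraries per group. CXCL8 (chromosome 4 of hg38, 73740569 to 73743716) had 66.2 ± 0.432 CPM (SD, n = 3) in non-treated cells and 6176 ± 133.3 CPM (SD, n = 3) with CDK4/6i+ATRA. Its relative expression was 8.14 ± 0.576 (SD) with ATRA, 5.42 ± 0.248 with CDK4/6i and 93.3 ± 2.01 with CDK4/6i+ATRA. The log2 fold change with CDK4/6i+ATRA was 6.54 (standard error 0.0588, adjusted p = 2.3e-55 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with an interaction of 1.08 (adjusted p = 1.1e-18 from the same edgeR test). As a ratio of mean log2(CPM + 1) in place of CPM, the relative expression of CXCL8 with CDK4/6i+ATRA was 2.07, the alternative that moved it most.
IL1B (chromosome 2, 112829751 to 112836779) had relative expression of 14.5 ± 2.28 (SD) with ATRA, 3.25 ± 0.170 with CDK4/6i and 336.9 ± 10.2 with CDK4/6i+ATRA, from 4.31 CPM in non-treated cells. Its interaction was 2.84 (standard error 0.168, adjusted p = 6.4e-20 from the same edgeR test). IL1A (chromosome 2, 112773925 to 112784493) had 6, 1 and 5 counts in the non-treated libraries, or 0.235 ± 0.154 CPM (SD, n = 3), and 237.6 ± 4.43 CPM with CDK4/6i+ATRA. The relative expression of IL1A was 44.7 with ATRA, 6.73 with CDK4/6i and 1011 with CDK4/6i+ATRA. The interaction of IL1A was 1.82 (adjusted p = 0.00877 in the edgeR test), and it was no longer called without non-treated replicate 1 (1.41, adjusted p = 0.156) or without non-treated replicate 3 (1.67, adjusted p = 0.0646).
CDKN1A (chromosome 6, 36676463 to 36687332) had 2, 8 and 1 counts in the non-treated libraries. Relative expression of CDKN1A was 30.4 with ATRA, 3.34 with CDK4/6i and 92.4 ± 11.9 (SD) with CDK4/6i+ATRA, and 77.6, 8.55 and 234.8 without non-treated replicate 2. Between CDK4/6i+ATRA and ATRA alone, CDKN1A differed by a log2 fold change of 1.6 (standard error 0.139, adjusted p = 1.3e-14 from the same edgeR test). No departure from additivity was called for CDKN1A on the log2 scale, where additive effects are fold changes that multiply. This interaction was -0.15 (adjusted p = 0.807 in the edgeR test), and -1.41 without non-treated replicate 2. Mean CPM of CDKN1A was 0.226 in non-treated cells, 6.87 with ATRA, 0.755 with CDK4/6i and 20.9 with CDK4/6i+ATRA. MMP9 (chromosome 20, 46008908 to 46016561) held 1 to 45 counts per library, with relative expression of 1.26 with ATRA, 3.80 with CDK4/6i and 9.75 ± 2.78 (SD) with CDK4/6i+ATRA. Without non-treated replicate 3, these values of MMP9 were 2.12, 6.42 and 16.4. MMP9 was higher with CDK4/6i+ATRA than with CDK4/6i alone by a log2 fold change of 1.34 (adjusted p = 6.9e-04 in the edgeR test), and its interaction of 1.05 was not called (adjusted p = 0.227 in the edgeR test). The interaction of MMP9 fell to 0.29 without non-treated replicate 3 and to 0.54 without ATRA replicate 2.
For each of the 5 genes, every CDK4/6i+ATRA library lay above every library of each other group (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow, so this test cannot reach 0.05).

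**Figure D5:**
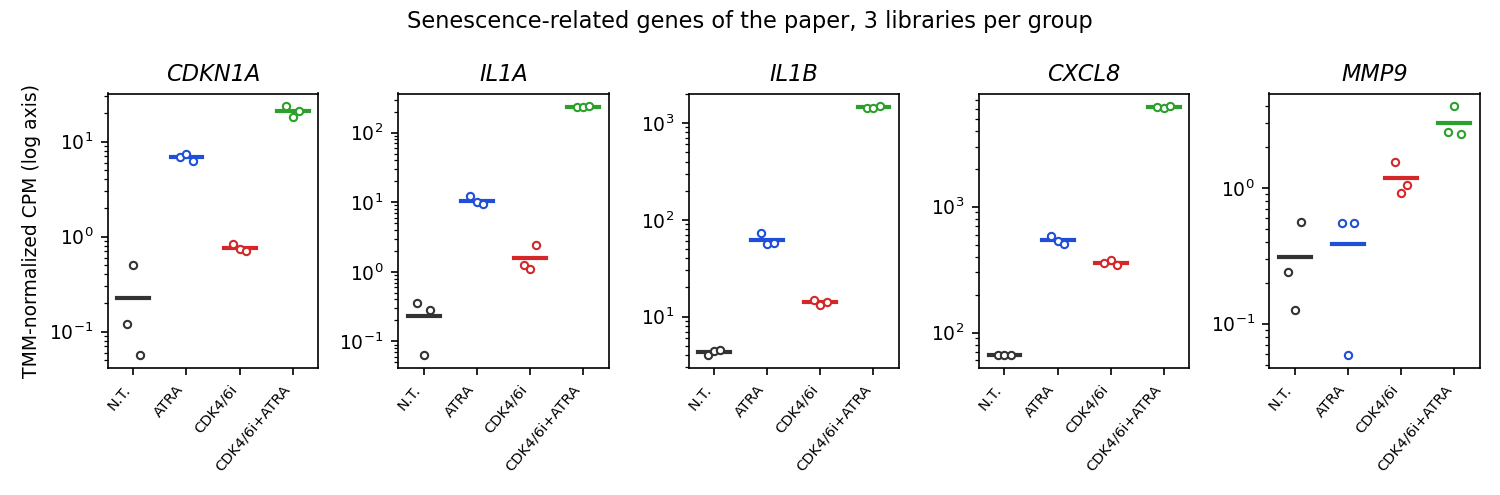
CPM of CDKN1A, IL1A, IL1B, CXCL8 and MMP9 in each library (points) with the mean of each group of 3 (lines), on a log axis, in non-treated cells (N.T.) and under each treatment. The CDK4/6i+ATRA libraries are the highest for every gene, with means from 3.02 CPM for MMP9 to 6176 CPM for CXCL8.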

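Of all tested genes, 3729 (28%) were higher in CDK4/6i+ATRA-treated cells than in each of the other 3 groups, and 3391 (25.5%) were lower than in each of them (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a change of at least 2-fold against each group, these were 1111 and 1214 genes. For 7875 genes, the CDK4/6i+ATRA libraries did not overlap those of any other group, where chance gives 10% for 3 libraries against 3 in a single comparison. Of the G2/M phase list, 49 of 52 tested genes were lowest with CDK4/6i+ATRA, as were 38 of 40 genes of the S phase list. Of the immune activation list, 55 of 78 were highest with CDK4/6i+ATRA, as were 18 of 29 of the senescence list.
Among genes of at least 5 CPM on average, the 5 largest fitted rises against non-treated cells were those of TGM2, PTGES, GDF15, AQP9 and PTPRN2-AS1. Where a group is at the floor, the fitted fold change and so the rank depend on the prior count. Each of these 5 genes was at the floor in non-treated cells, and the rise with CDK4/6i+ATRA was at least 10010-fold for TGM2, 9364-fold for PTGES, 959.2-fold for GDF15, 449.5-fold for AQP9 and 432.4-fold for PTPRN2-AS1. TGM2 was slightly lower with CDK4/6i+ATRA than with ATRA alone (log2 fold change -0.10, adjusted p = 0.0315 in the edgeR test), whereas AQP9 was higher by 5.99 and GDF15 by 5.04. Of the 5 largest fitted falls, TEX15 was at least 73.3-fold lower, POLE2 at least 101.1-fold lower and PBK at least 34.2-fold lower, since their CDK4/6i+ATRA libraries were at the floor. PBK overlaps ESCO2 on the opposite strand. EXO1 fell to a log2 fold change of -7.87 (standard error 0.189), from -8.62 without CDK4/6i+ATRA replicate 3 to -7.51 without CDK4/6i+ATRA replicate 2. CDCA7 fell to -7.86 (standard error 0.101), from -8.20 without CDK4/6i+ATRA replicate 2 to -7.62 without CDK4/6i+ATRA replicate 3.
The highest interactions past the threshold were those of FAM20C (5.99), ADAMTS14 (5.54), TMEM158 (5.46), IL1RN (5.18) and LIF (4.66). FAM20C, ADAMTS14 and LIF were at the floor in non-treated and CDK4/6i-treated cells, so that their interactions depend on the prior count, and FAM20C is listed on 4 contigs. The interaction of LIF was 7.68 without CDK4/6i replicate 2 and 4.08 without CDK4/6i replicate 1. FAM20C was near the threshold (adjusted p = 0.0466 in the edgeR test) and lost its call in 7 of the 12 fits that each left out a library, with 4.18 without non-treated replicate 1. ADAMTS14 lost its call without the same library (4.68, adjusted p = 0.0856 in the edgeR test). TMEM158 had 4.00 CPM in non-treated cells, 26.9 with ATRA, 1.47 with CDK4/6i and 433.0 with CDK4/6i+ATRA (adjusted p of the interaction 1.6e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest interactions were those of NEIL3 (-5.34), TEX15 (-4.69), CDCA7 (-4.49), POLE2 (-4.44) and SLC25A10 (-4.36), where TEX15 and POLE2 were at the floor with CDK4/6i+ATRA.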

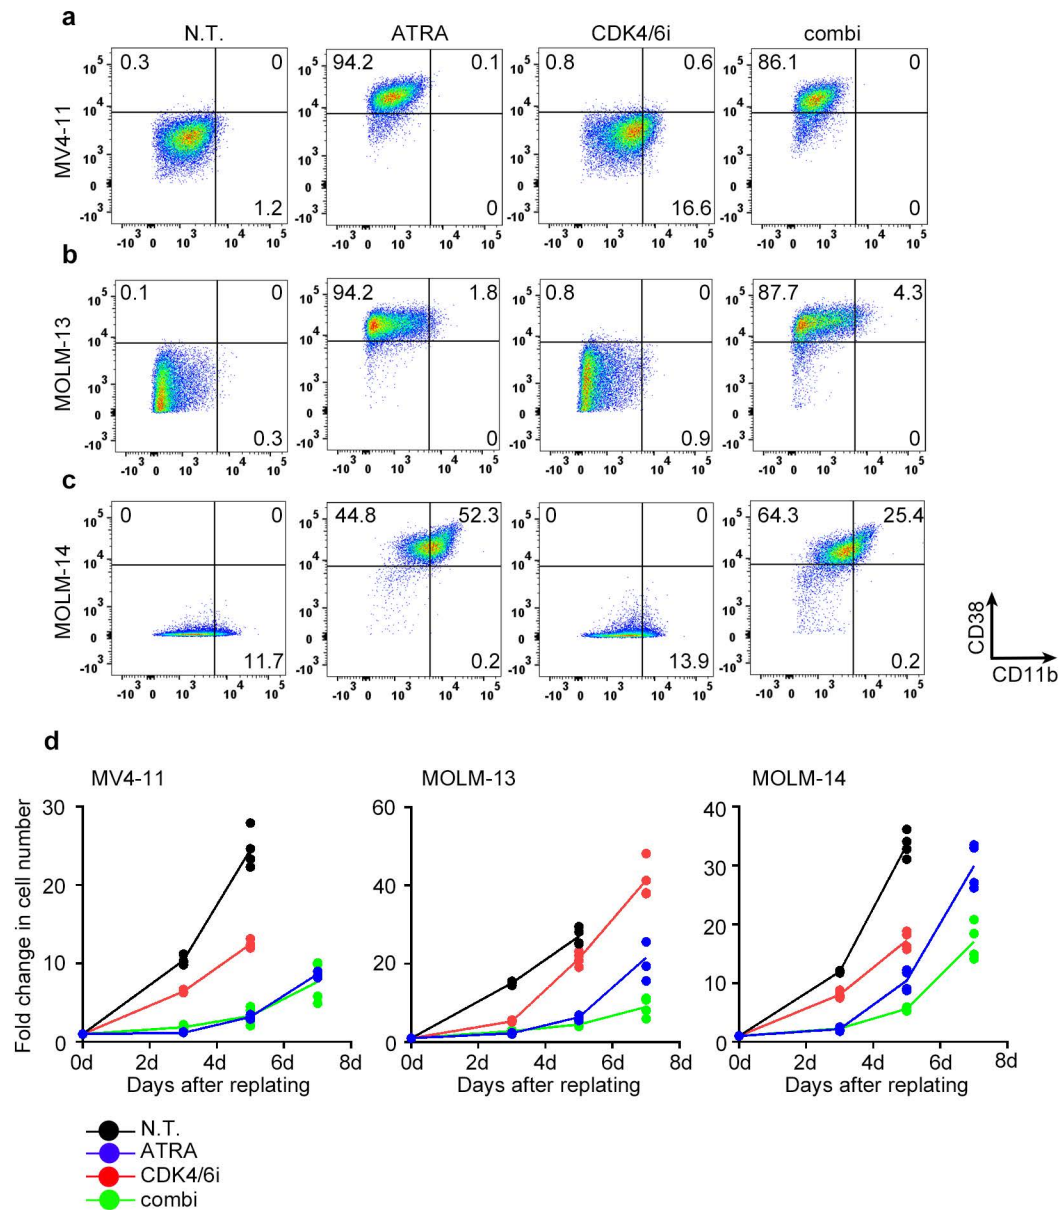

**Supplementary Figure 3. Combined treatment with CDK4/6i and ATRA in human acute monoblastic and monocytic leukemia cell lines.** MV4-11 cells, MOLM-13 cells, and MOLM-14 cells were treated with 1  $\mu$ M CDK4/6i and/or 1  $\mu$ M ATRA, with non-treated cells serving as controls. (a-c) The expression of CD38 and CD11b on cells 48 h after drug treatment. Representative data from three independent experiments are shown. (d) Cell growth was measured in drug-free medium following 48 h of prior drug treatment ( $n = 4$ ). The fold change in cell number was calculated by dividing the values at each time point by the values at day 0.

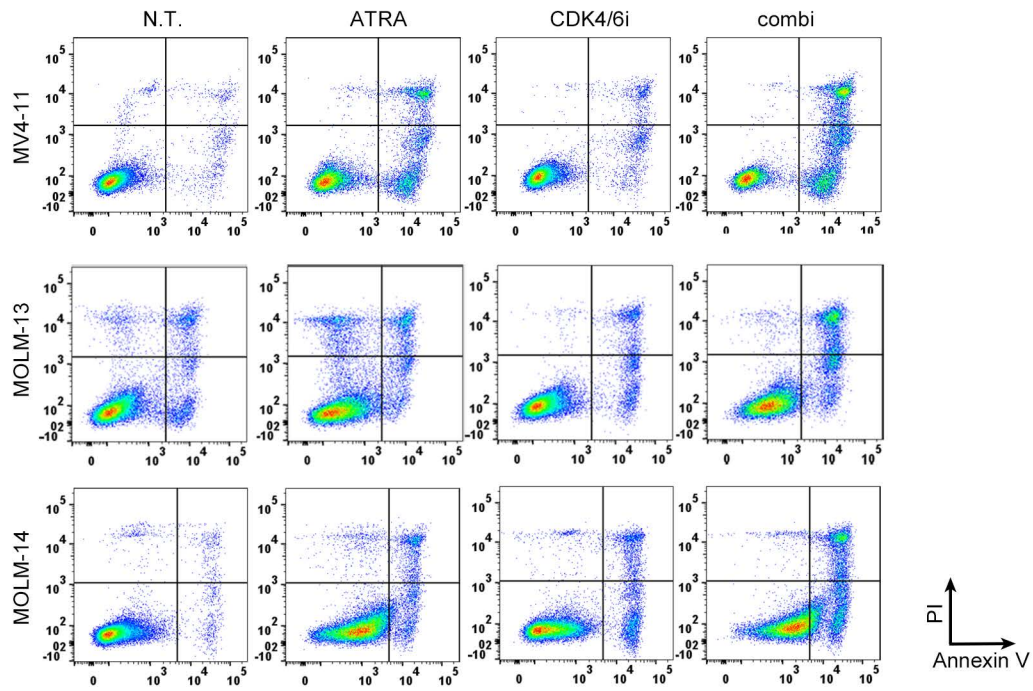

**Supplementary Figure 4. Apoptosis induction by combined treatment with CDK4/6i and ATRA in human acute monoblastic and monocytic leukemia cell lines.** MV4-11 cells, MOLM-13 cells, and MOLM-14 cells were treated with 1  $\mu$ M CDK4/6i and/or 1  $\mu$ M ATRA, with non-treated cells serving as controls. Apoptotic cells were stained using the Annexin V-FITC Apop Kit 48 h after drug treatment. Representative data from three independent experiments are shown.

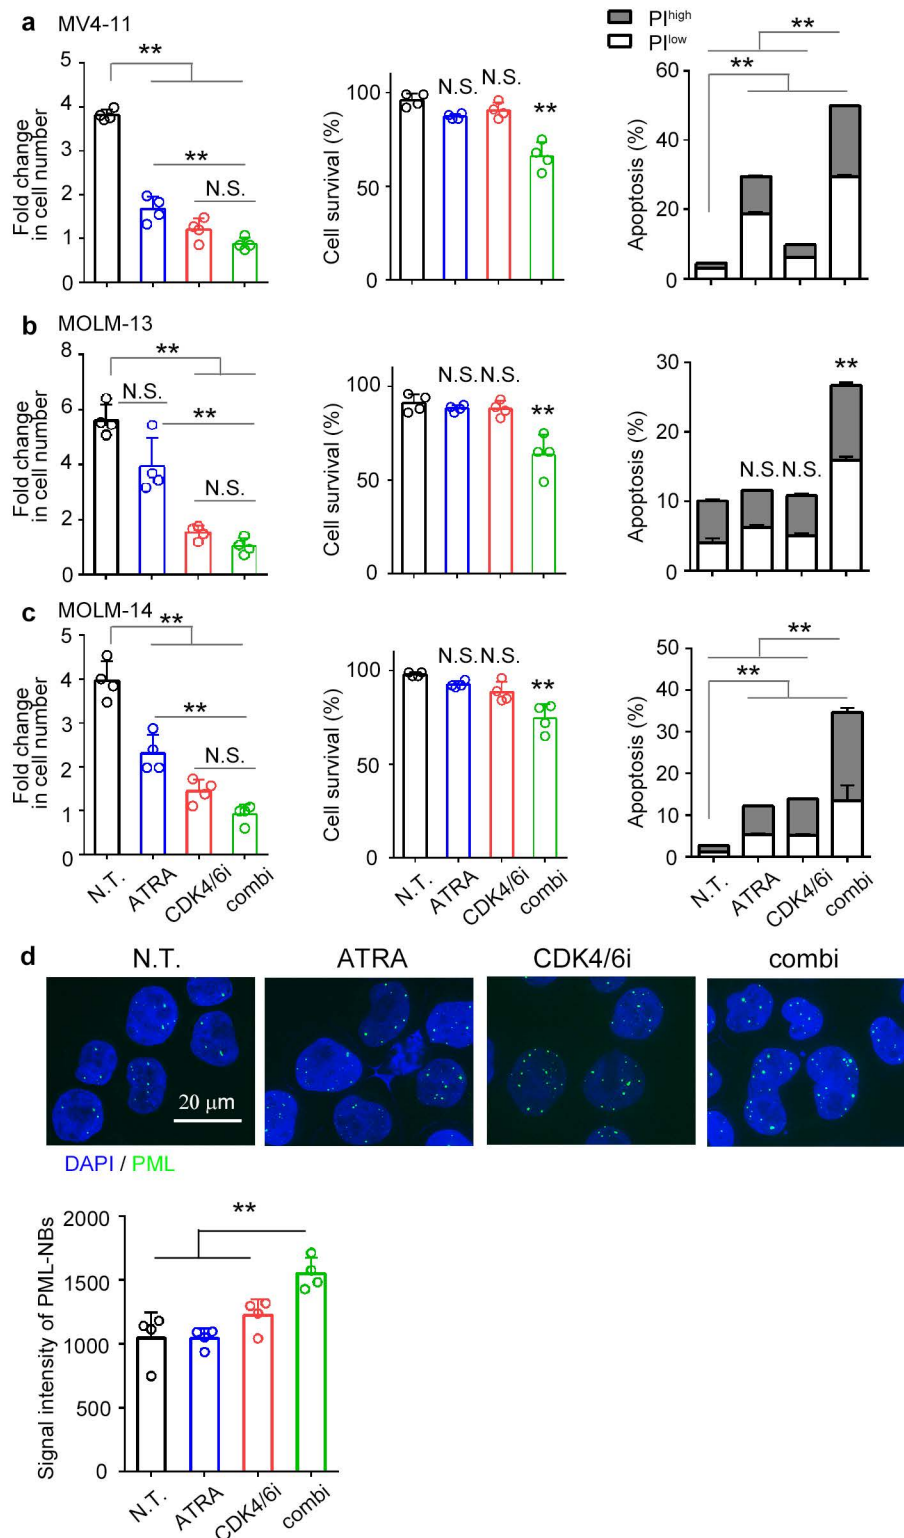

**Supplementary Figure 5. Combined CDK4/6i and ATRA treatment induces apoptosis-dependent cell death and promotes PML-NB formation in human acute monoblastic and monocytic leukemia cell lines.** MV4-11 cells, MOLM-13 cells, and MOLM-14 cells were treated with 1  $\mu$ M CDK4/6i and/or 1  $\mu$ M ATRA, with non-treated cells serving as controls. (a-c) Cell counts, viability, and apoptosis were evaluated 48 h after treatment. The fold change in cell number was calculated by dividing the number at 48 h by the number at day 0. For statistical analysis, the sum of Annexin V+PI<sup>+</sup> late apoptotic cells and Annexin V+PI<sup>-</sup> early apoptotic cells was used. Data are presented as mean + SD from four independent experiments (for cell proliferation and viability) and three independent experiments (for apoptosis). (d) Immunofluorescent staining for PML-NBs was conducted 24 h after treatment. Representative images are shown, along with the mean + SD of the average of signal intensity of PML-NBs (n = 4). \*\*P < 0.01; N.S., no significant difference (Tukey-Kramer's test).

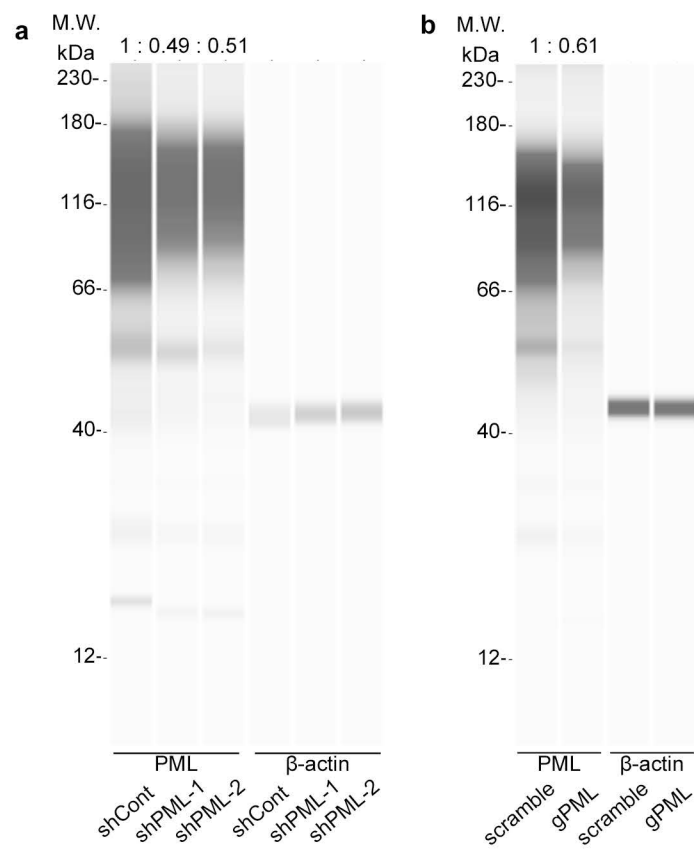

**Supplementary Figure 6. Validation of the silencing efficiency of PML gene-specific shRNA and gRNA treatment.** Western blot analysis of PML protein expression in (a) HL60 cells transduced with PML-specific shRNA and (b) MOM-13 cells following CRISPR/Cas9-mediated gene editing using PML-targeting gRNA. The relative expression of PML was quantified and normalized to  $\beta$ -actin.

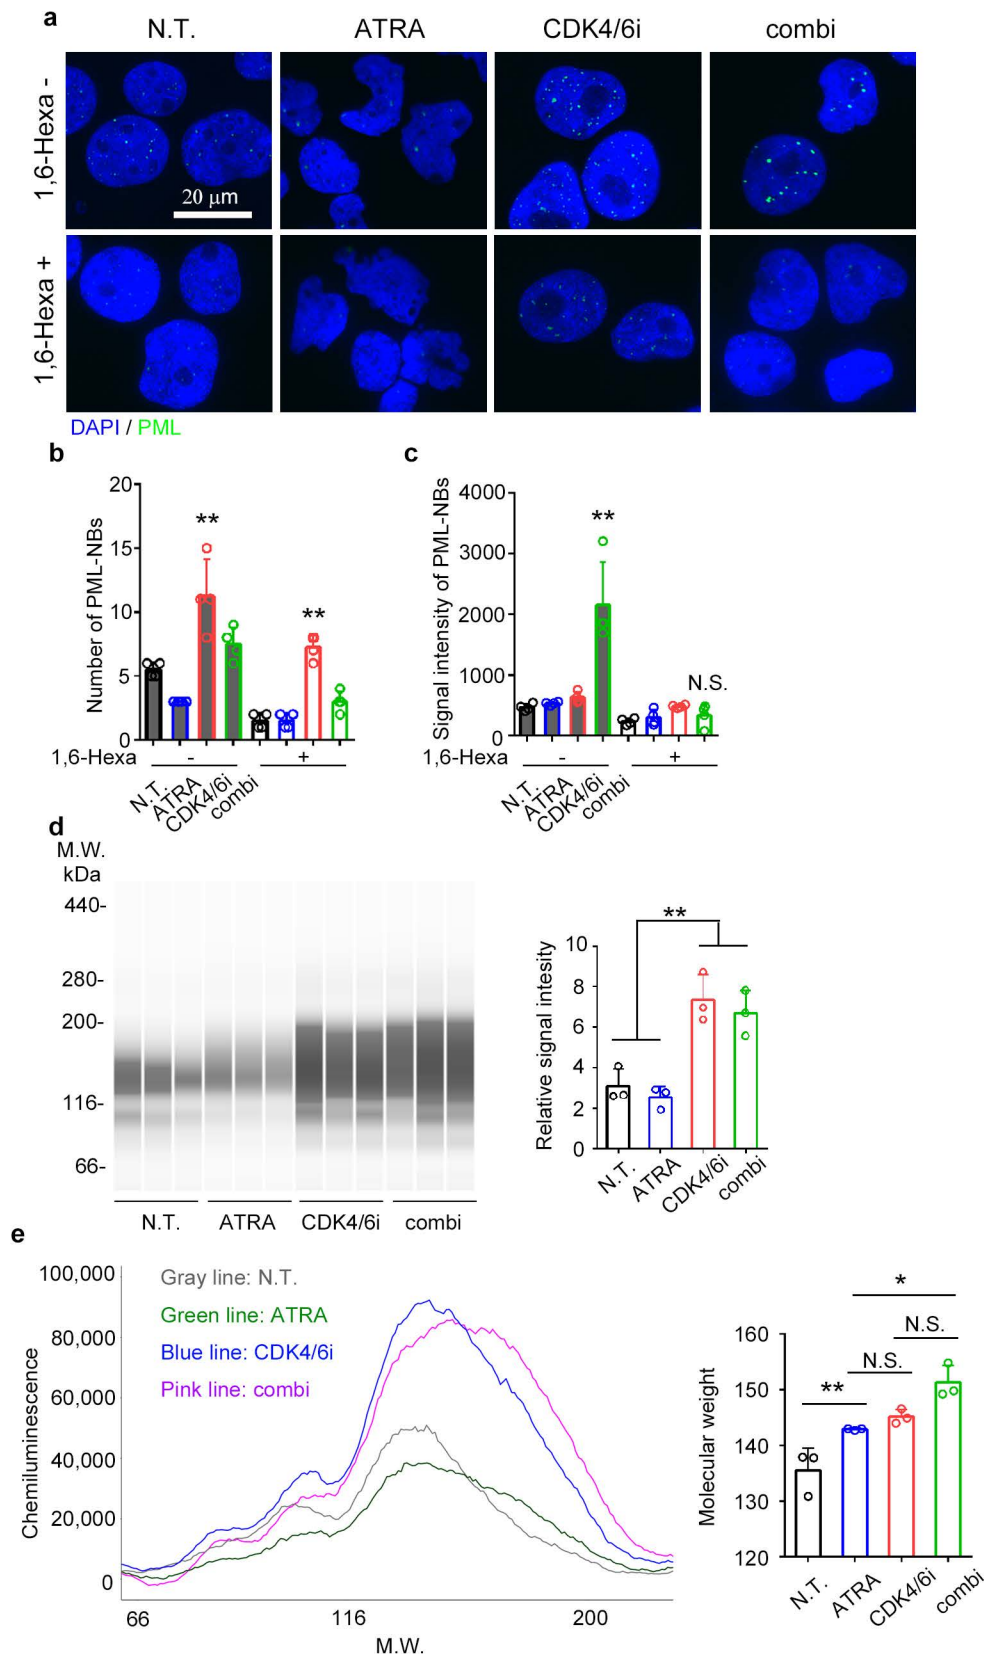

**Supplementary Figure 7. Multimerization of PML-NBs induced by combined CDK4/6i and ATRA treatment.** HL60 cells were treated with 1  $\mu$ M CDK4/6i and/or 1  $\mu$ M ATRA for 48 h, with non-treated cells serving as controls. (a-c) Immunofluorescent staining for PML-NBs was performed following a 10-min incubation in medium with or without 2 % 1,6-hexanediol (WAKO) at room temperature. Representative images are shown, along with the mean + SD for the number of PML-NBs per nucleus and the average of their signal intensity ( $n = 4$ ). (d, e) Western blot analysis was performed using the RIPA buffer-insoluble protein fraction. Representative blot images are shown, with the mean + SD of signal intensity (d) and the molecular weight distribution (e) of multimerized PML ( $n = 3$ ). \*\* $P < 0.01$ ; \* $P < 0.05$ ; N.S., no significant difference (Dunnett's test for panels b and c; Tukey-Kramer's test for panels d and e).

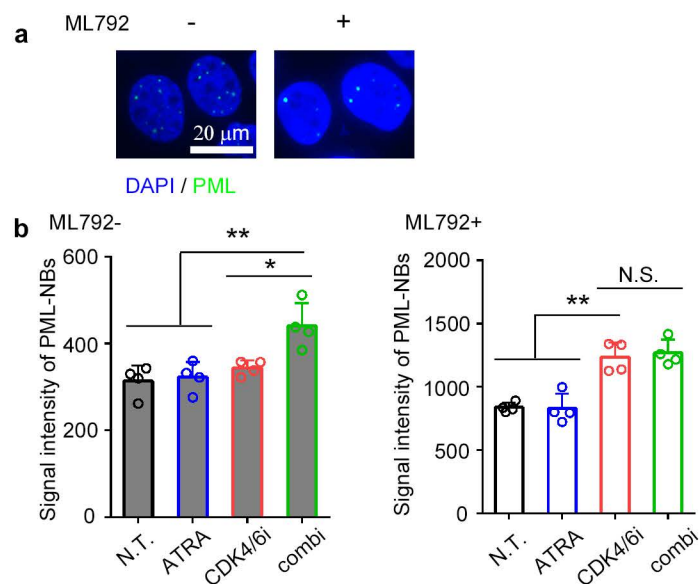

**Supplementary Figure 8. ATRA does not further enhance PML-NB signals when combined with CDK4/6i in the presence of ML792.** HL60 cells were treated with 1  $\mu$ M CDK4/6i and/or 1  $\mu$ M ATRA in the presence or absence of 5  $\mu$ M ML792, with non-treated cells serving as controls. After 24 h of treatment, immunofluorescent staining was performed to visualize PML-NBs. (a) Representative images of control samples treated with or without ML792. (b) Mean + SD for the average of signal intensity of PML-NBs ( $n = 4$ ). \*\* $P < 0.01$ ; \* $P < 0.05$ ; N.S., no significant difference (Tukey-Kramer's test).

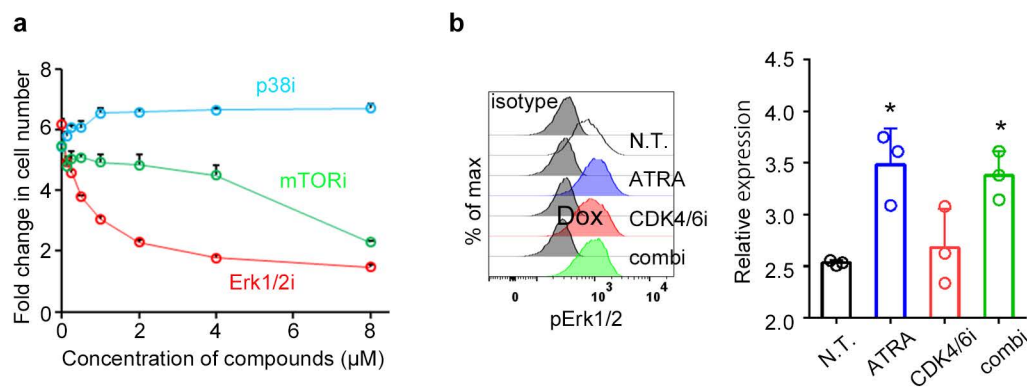

**Supplementary Figure 9. ATRA activates ERK signaling in HL60 cells.** (a) HL60 cells were treated with serial concentrations of ERK1/2 inhibitor (ravoxertinib), mTOR inhibitor (rapamycin), and p38 MAPK inhibitor (SB203580). Cell numbers were assessed 48 h post-treatment ( $n = 3$ ). The fold change in cell number was calculated relative to number at day 0. (b) HL60 cells were treated with 1  $\mu\text{M}$  CDK4/6i and/or 1  $\mu\text{M}$  ATRA, with non-treated cells serving as controls. ERK1/2 phosphorylation was assessed 15 h post-treatment. Representative data are shown along with the mean + SD of relative phosphorylated ERK1/2 expression ( $n = 3$ ), calculated as the ratio of the MFI of anti-pERK1/2 Ab to that of the isotype control. \* $P < 0.01$  (Dunnett's test).

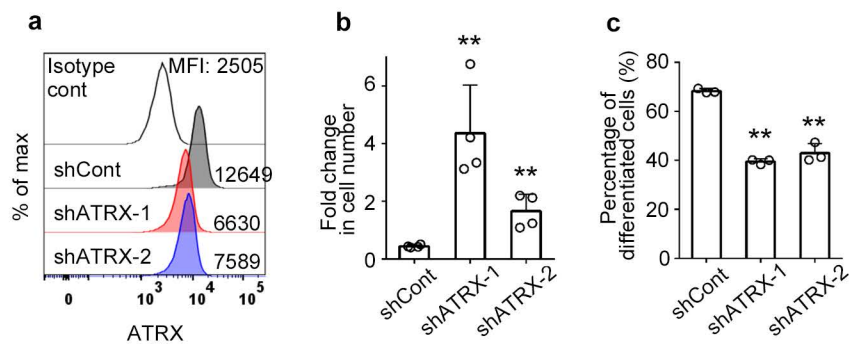

**Supplementary Figure 10. ATRX silencing mitigates the cell growth arrest and myeloid differentiation induced by combined CDK4/6i and ATRA treatment.** (a) ATRX expression was analyzed in shControl- and shATRX-transduced HL60 cells. Data show the MFI from a representative experiment. (b) Proliferation of shControl- and shATRX-transduced HL60 cells was evaluated in drug-free medium following 48 h of prior CDK4/6i+ATRA treatment. Fold change in cell number was calculated by dividing the values at day 9 by the values at day 0. Data are presented as mean + SD from four independent experiments. (c) The expression of CD38 and CD11b on shControl- and shATRX-transduced HL60 cells were assessed 48 h after CDK4/6i+ATRA treatment. The mean + SD of the percentage of CD11b<sup>high</sup>CD38<sup>low</sup> cells is shown (n = 3). \*P < 0.01 (Dunnett's test).

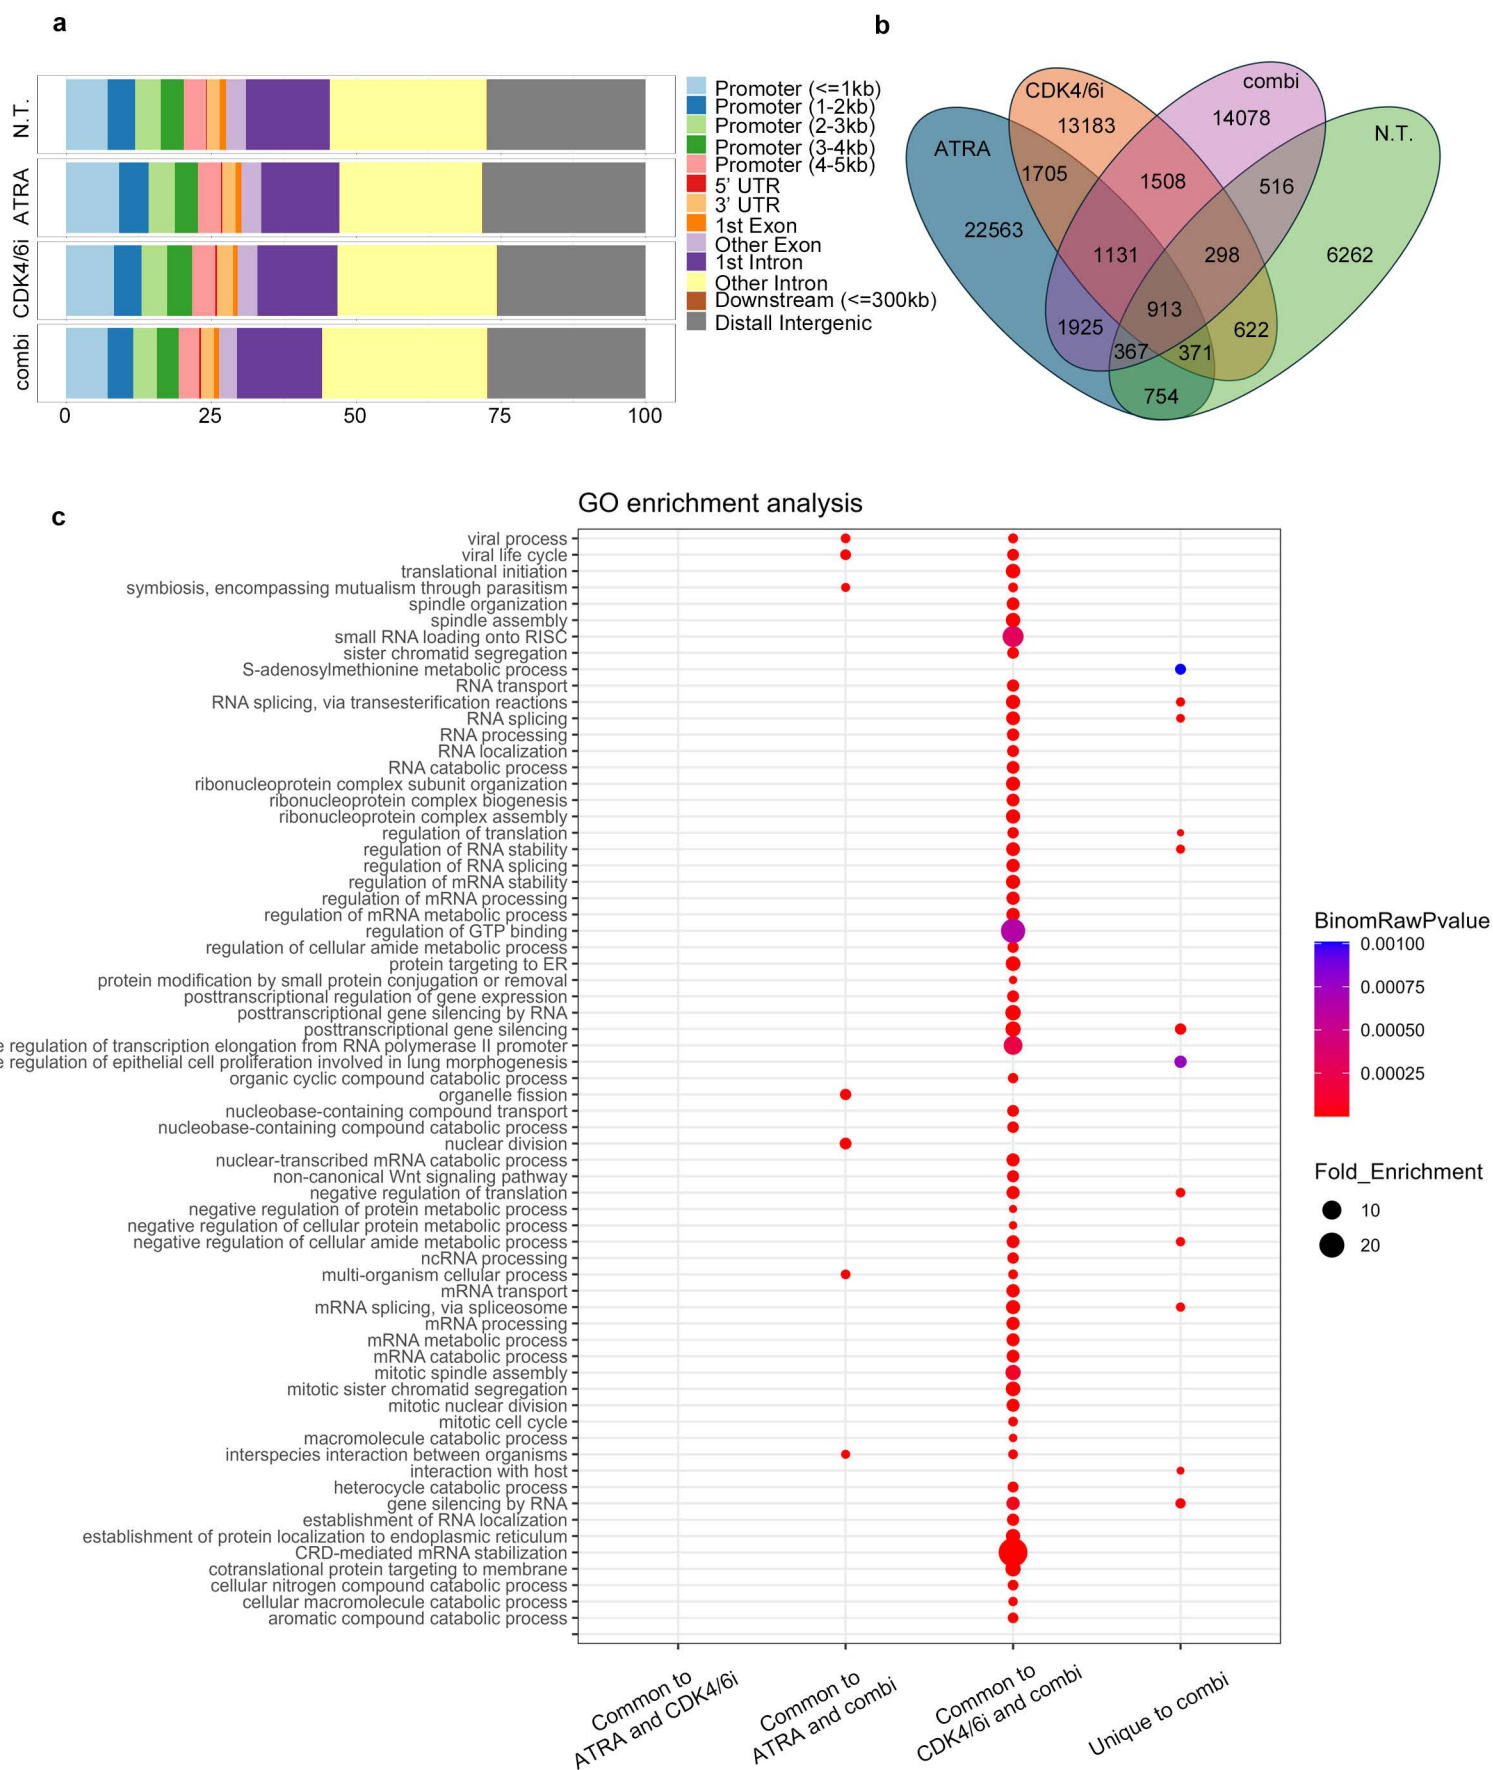

**Supplementary Figure 11. Chromatin deposition of histone H3.3 at de novo protein synthesis-related genes is primarily induced by CDK4/6 inhibition and synergistically enhanced by ATRA.** HL60 cells were treated with 1  $\mu$ M CDK4/6i and/or 1  $\mu$ M ATRA for 48 h, with non-treated cells serving as controls. (a) Distribution of histone H3.3 deposition peaks throughout genetic regions. (b) Venn diagram illustrating the overlap in histone H3.3 deposition peaks across the four experimental conditions. (c) GO enrichment analysis was conducted using four data sets of ChIP-Seq peaks, which were observed under following conditions: common to ATRA and CDK4/6i treatment, common to ATRA and combined treatment, common to CDK4/6i and combined treatment in common, and unique to combined treatment.

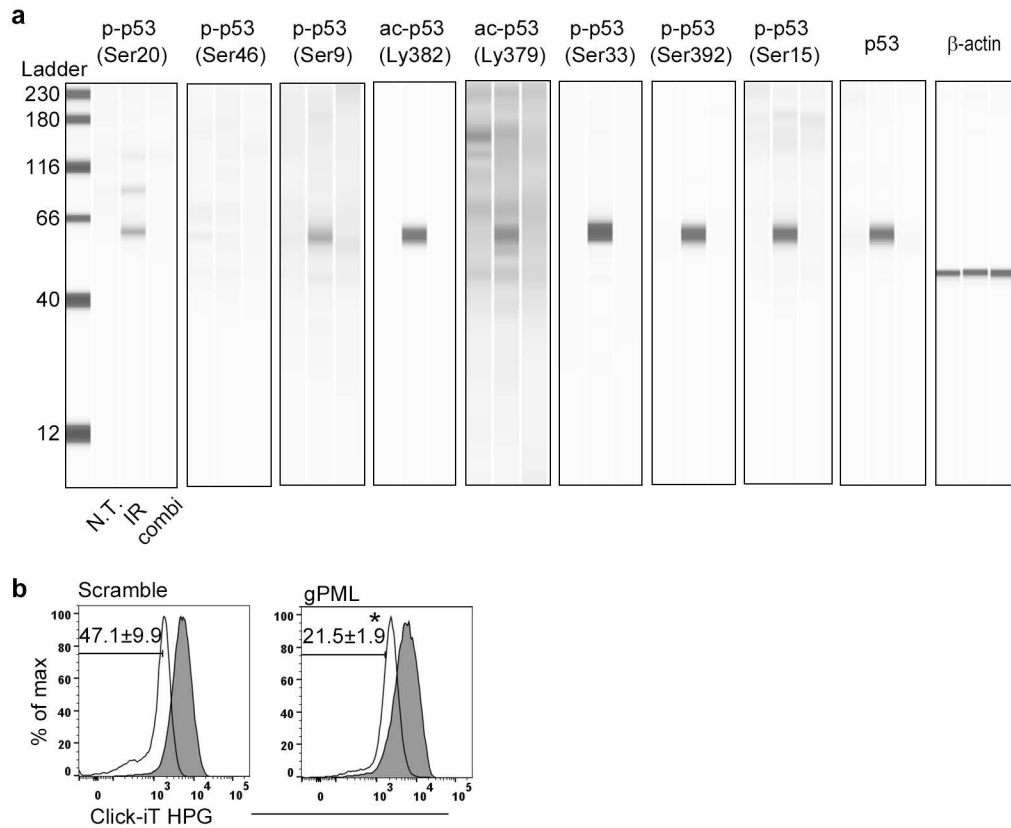

**Supplementary Figure 12. p53 signaling is dispensable for the suppression of de novo protein synthesis mediated by combined CDK4/6 inhibition and ATRA treatment in MOLM-13 cells.** MOLM-13 cells were treated with 1  $\mu$ M CDK4/6i and 1  $\mu$ M ATRA for 24 h, with non-treated cells serving as controls. (a) Western blot analysis was performed using the p53 Antibody Sampler Kit. As a positive control for p53 activation, protein samples were extracted from MOLM-13 cells 2 h post-X-irradiation (25 Gy). Representative blot images from three independent experiments are shown. (b) De novo protein synthesis was assessed 24 h after CDK4/6i+ATRA treatment in non-targeting and PML-specific gRNA-transduced cells using the Click-iT HPG Alexa Fluor Protein Synthesis Assay. Representative data and the mean  $\pm$  SD of the percentage of cells with impaired protein synthesis are shown ( $n = 3$ ). \* $P < 0.05$  (two-sided Student's t-test).

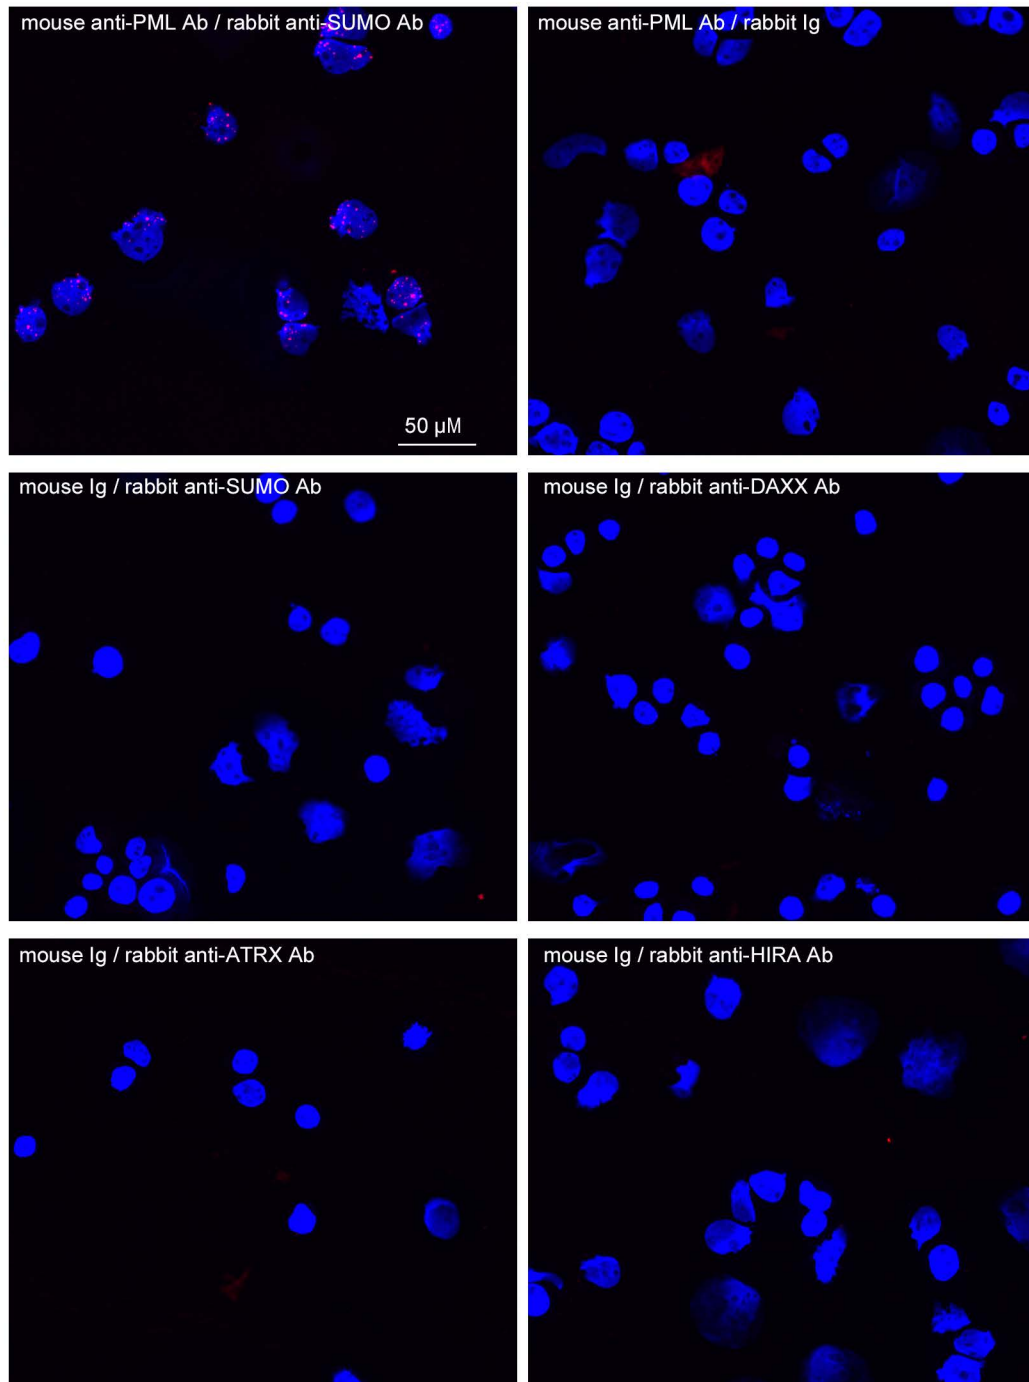

**Supplementary Figure 13. Validation of specificity in PLA.** HL60 cells immortalized on a slide were subjected to PLA using the indicated protein-specific Ab and control IgGs to validate specificity. Images were captured from three randomly selected fields, and representative images are shown.

How the deposited data were processed for this re-analysis (not part of the article)

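RNA-Seq of HL60 cells covered 12 libraries, with 3 each of non-treated cells and of cells treated for 48 h with 1 µM ATRA, 1 µM CDK4/6i (palbociclib) or CDK4/6i+ATRA. The authors aligned the reads with STAR to hg38 under the NCBI RefSeq annotation and deposited raw gene counts, which are whole numbers without normalization. The deposited table also gives each gene's length, chromosome, exon positions and strand, in the layout that featureCounts writes, whereas the paper names RSEM. The authors tested differential expression with DESeq2. The counts were used as deposited, and the groups were taken from the column labels. The ChIP-Seq data and the gene annotation of GO terms were not used here.

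Before the data were examined, the main tests, the gene lists, the rule for the genes named and most alternatives were fixed. The alternatives added later were a filter of 0.5 CPM in at least 1 library, removal of genes also listed on alternate or patch contigs, thinning of the counts to the smallest library, and a tree and principal components on TMM-normalized CPM. Genes were filtered with filterByExpr on the 4 groups, which kept 13318 genes, and normalized with TMM in edgeR 4.0.16 (R 4.3.3). A quasi-likelihood F test on a model of the 4 groups gave 5 comparisons and the interaction of the drugs, with 8 residual degrees of freedom, Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. The common biological coefficient of variation was 3.70%. The slope of the CDK4/6i+ATRA effect on the sum of the single-drug effects was a least-squares line through the origin. Relative expression was the mean CPM of a group divided by that of non-treated cells.

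The 11 gene lists were compiled by hand from general knowledge of gene function, not from the paper or from these libraries. They covered S phase, G2/M phase, cytosolic ribosomal proteins, translation factors, tRNA synthetases, translation as the sum of these 3, mitochondrial ribosomal proteins, RNA splicing, ribosome biogenesis, immune activation and senescence. Each was tested in 5 comparisons (55 tests) with camera of limma 3.58.1, two-sided, at a preset correlation of 0.01, with fry, camera with an estimated correlation and fgsea 1.28.0 as alternatives. The genes named are every gene that the paper names, together with the 5 largest rises and 5 largest falls with CDK4/6i+ATRA against non-treated cells and the 5 highest and 5 lowest interactions. The latter were chosen among genes past the threshold with a mean of at least 5 CPM. For rises and falls, the CDK4/6i+ATRA libraries also did not overlap those of any other group (6444 genes, and 6053 for interactions). Some genes that the rule covers are not reported here. Any other gene named was chosen after its values were seen.

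The alternatives were DESeq2's size factors, library size alone, at least 10 counts in every library, no filter, the replicate number as a block, only the groups compared, the linear scale, DESeq2 1.42.0 in place of edgeR, log2(CPM + 1), a variance stabilizing transformation, the 500 most variable genes, scaled genes and leaving out each library in turn. Total counts between 12230923 and 18679544 per library put a floor of 3 counts at 0.161 to 0.245 CPM by library size without TMM. Below this floor a gene was not detectable at this depth.

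The tests were run on simulated counts drawn from the real means and library sizes. With 200 changed genes, the edgeR interaction test recovered 176 (88%) and made 12 false calls among 188 (6.38%), on 12997 genes. It recovered 142 of 150 genes changed at least 2-fold and 34 of 50 changed 1.5-fold. The edgeR test of ATRA against non-treated cells recovered 191 with 8 false calls among 199, and the DESeq2 interaction test recovered 173 with 6 false calls. The linear-scale test recovered 172 with 22 false calls among 196 (11.2%), above the nominal 5%. A simulated list of 40 genes shifted by 0.5 on the log2 scale had a camera p of 7.9e-136, and an unshifted list of 40 genes a camera p of 0.266. The simulated genes were drawn independently of each other, so these values cannot test the preset correlation between genes.

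Figures were drawn with matplotlib 3.10.9 in python 3.11.15, with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 for the exact tests.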

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

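The tests of scaling, of depth and of pseudogenes for the ribosomal proteins, the count of genes that scaling leaves open, and all counts of other splits of the samples, were chosen only after the result was seen.

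ATRA moved 608 genes in opposite directions with and without CDK4/6i, with both effects and the interaction past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between the effects was tested as the interaction term. With library size alone in place of TMM, 375 of the 608 genes were among those moved in opposite directions, and 20 simulated additive data sets gave at most 0 such genes. Scaling as the whole cause and sampling error are thus argued against, and 541 to 618 genes were found with each library left out in turn. For the other 233 genes scaling stays open. A biological difference between the treatments stays open for all 608 and was not tested apart from the design itself.

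The G2/M phase list rose with ATRA alone (median log2 fold change 0.30) and fell when ATRA was added to CDK4/6i (-1.60), with a median interaction of -2.05. With an estimated correlation between genes, the rise with ATRA alone was not called (adjusted p = 0.279 from camera), whereas the fall and the interaction were (0.0382 and 6.8e-04). Of its genes, 32 moved in opposite directions. With library size alone 32 of these genes did so, in thinned libraries 31, and 0 were at the floor in every library of a group. In 10000 random lists matched on gene length and expression the most extreme median interaction was -0.38, and matched on GC content it was -0.30. Scaling, depth, low counts, length and GC content are each argued against by these values. A candidate explanation that remains is biological: an effect of ATRA on cycling cells that differs from its effect on cells arrested by CDK4/6i. It is a hypothesis, found and tested on the same libraries.

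Cytosolic ribosomal protein mRNAs fell with ATRA alone (median -0.15) and rose when ATRA was added to CDK4/6i (0.33), with a median interaction of 0.50, and of 0.42 for the translation list that contains them. The fall with ATRA alone was not called by camera (adjusted p = 0.0749), although 58 of 77 genes were called lower, and with an estimated correlation neither interaction was called (adjusted p = 0.312, and 0.447 for translation). Of the 77 genes, 54 moved in opposite directions, and 42 to 60 with each library left out in turn. In thinned libraries 49 of these 54 did so, which argues against depth. Random lists matched on gene length had a median interaction of 0.16 and reached at most 0.39. Those matched on GC content had a median of 0.02 and reached at most 0.25. Length and GC content are thus argued against as the whole cause, but length may account for part. The match on expression was incomplete, with a median rank of 0.994 for the list and 0.971 for the genes matched on length. With library size alone, 13 of the 54 moved in opposite directions and the list median against CDK4/6i alone was 0.053. That scaling shifts all genes nearly alike and so carries small effects across 0, which decides nothing about its part, and scaling stays open for the opposite directions and for the rise against CDK4/6i alone. The median interaction of the list stayed above 0 with library size alone, at 0.18 and still called by camera, and was 0.52 relative to the median of all genes under either scaling, by construction. The paper's text describes no spike-in.

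Against non-treated cells, the cytosolic ribosomal protein list was higher by a median of 0.62 under TMM and 0.35 with library size alone, so that scaling is argued against as the whole of this rise. Thinning gave 0.63, which argues against depth. Of the 77 genes, 0 are without a named pseudogene and each has at least 4, so genes free of shared reads could not be set apart, and reads shared with pseudogenes stay open. Lists matched on GC content reached at most 0.59. Lists matched on gene length had a median of 0.30 and reached 0.92 at most, and 301 of 10000 were as high as the real list, so gene length may account for part of the rise. Length, shared reads left uncounted and the treatment itself stay open.

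Mitochondrial genes took 5.59% ± 0.827 (SD, n = 3) of the counts with CDK4/6i+ATRA, 3.3% with ATRA, 2.63% with CDK4/6i and 2.23% ± 0.488 in non-treated cells, in genes the paper does not discuss. Protein-coding mitochondrial genes alone took 4.25% against 1.85% in non-treated cells, and for 13 of 13 of them every CDK4/6i+ATRA library was above every non-treated library, where chance gives 10% for either order. For 9 of the 13, every CDK4/6i+ATRA library was also above every library of the other groups. This argues against ribosomal and transfer RNA of the mitochondria, or a few genes, as the whole cause. A higher mitochondrial share may come from the treatment, from fewer nuclear transcripts or from damaged cells, and these were not tested.

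The genes with the largest fitted changes against non-treated cells, among those the rule for named genes admits, are not discussed in the paper. Where a group is at the floor, a fitted change depends on the prior count, so the bounds do not secure this order. IL1A, which the paper shows, rose 1011-fold in relative expression, above the bounds of GDF15, AQP9 and PTPRN2-AS1. TGM2 was at least 10010-fold higher with CDK4/6i+ATRA, PTGES at least 9364-fold, GDF15 at least 959.2-fold, AQP9 at least 449.5-fold and PTPRN2-AS1 at least 432.4-fold. TEX15 was at least 73.3-fold lower, POLE2 at least 101.1-fold and PBK at least 34.2-fold, and EXO1 and CDCA7 fell to log2 fold changes of -7.87 and -7.86. Of these 10 genes, 1 overlaps another counted gene (PBK, with ESCO2 on the opposite strand) and 0 are listed on alternate or patch contigs, so overlapping genes and extra copies are argued against for the set. The fitted fall of PBK was -7.98, and -10.25 without CDK4/6i+ATRA replicate 1, and that of EXO1 was -8.62 without CDK4/6i+ATRA replicate 3. An effect of the treatment stays open as the biological explanation.

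For each of the 5 comparisons of groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes past the threshold, and 10 splits cannot give a share under 0.1. The other 9 splits of each comparison gave 0 genes, and 13 to 142 genes at an unadjusted p under 0.05. For the interaction, 2 of 100 regroupings of the 12 libraries gave as many genes, the real one included. Of the other 99 regroupings, 3 kept the CDK4/6i+ATRA libraries together and gave 2844, 4718 and 6852 genes, so that these regroupings carry the real difference. The 96 that split them up gave 0 to 4 genes, and 16 to 4890 at an unadjusted p under 0.05 (median 103.5). For the 11 list medians against non-treated cells, and for the translation and RNA splicing lists against CDK4/6i alone, again 1 of 10 splits was as far from 0.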

How the results depend on the processing

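No test was chosen only after the result was seen, apart from the alternatives named as added later in the summary of processing. All 5 counts of changed genes, with no limit on fold change, stayed within 1.5 times their value under every alternative that gave one. So did the count of genes departing from additivity, between 6261 and 7436. The count of at least 2-fold changes with CDK4/6i moved more, from 1476 to 791 with at least 10 counts in every library.

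The slope on the sum of the single-drug effects moved from 1.076 to 1.6 on the linear scale and to 1.168 with at least 10 counts in every library, and ranged from 1.019 (without non-treated replicate 3) to 1.065 across the 12 fits that each left out a library. With scaled genes, the first component held 55.4% of the variance, and the top branch of the tree and the lowest of the branches between groups stood at 1.459 and 0.780. As a ratio of log2(CPM + 1), relative expression with CDK4/6i+ATRA was 16.1 for CDKN1A, 26.6 for IL1A, 4.36 for IL1B, 2.07 for CXCL8, 5.29 for MMP9, 0.724 for POLR1B and 0.277 for POLR1G. A ratio of these logarithms lies closer to 1 than the plain ratio by construction. For the other moves the cause was not tested.

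With an estimated correlation between genes, the list medians against non-treated cells were unchanged but no longer called for cytosolic ribosomal proteins (0.62, adjusted p = 0.595), translation factors (-0.33, 0.556), tRNA synthetases (-0.87, 0.226), mitochondrial ribosomal proteins (-0.86, 0.226) and RNA splicing (-0.75, 0.152), nor was RNA splicing against CDK4/6i alone (-0.35, 0.378). The estimated correlations allow for genes that vary together, which widens the test by construction. The translation factor list was close to the threshold and also lost its call with DESeq2's size factors (-0.31, adjusted p = 0.0522), at least 10 counts in every library (-0.27, 0.0883), without genes on alternate or patch contigs (-0.33, 0.0556), in thinned libraries (-0.32, 0.0569) and without CDK4/6i+ATRA replicate 1 (-0.29, 0.0655), with medians from -0.35 to -0.29 across the fits that left out a library.

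With library size alone, the median of all genes moved from -0.02 to -0.34 for the interaction, from 0.0014 to -0.28 against CDK4/6i alone and from 0.02 to -0.25 against non-treated cells. This shift of all genes nearly alike carried values from above 0 to below it, and is not specific to them. Among them were the translation median against CDK4/6i alone (-0.060, adjusted p = 0.0444 from camera) and the median interaction of translation factors (-0.29, 0.318). The interactions of ATRX (-0.27) and SUMO2 (-0.22) and the log2 fold change of H3-3B with CDK4/6i+ATRA (-0.14) were also among them.

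Over all alternatives together, 3 of the other list values became stronger and 15 weaker, and 421 were the same. Of the other gene values, 8 became stronger and 27 weaker, and 2336 were the same.

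Libraries with the same replicate number in different groups did not deviate together, with correlations of their deviations between -0.122 and 0.071, so the numbers are not taken to pair the libraries. With the replicate number as a block, 10824 genes were changed with CDK4/6i+ATRA against non-treated cells and 6775 departed from additivity, and the block changed no list call. Rounding of the counts was not an alternative, since all are whole, and the fit with no filter gave no list tests. Depth limits the genes with few counts, such as CDKN1A, IL1A and MMP9 in non-treated cells.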

Differences from the paper's values

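No test in this part was chosen only after the result was seen. The paper's values were read by eye from bars of relative expression, whose scale the paper's text does not name. On the scale of a ratio of log2(CPM + 1), which is among the alternatives set before the data were examined, several of the series come close to the paper's, and values on that scale are given beside the others.

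For CXCL8, relative expression was 8.14 with ATRA, 5.42 with CDK4/6i and 93.3 with CDK4/6i+ATRA, against the paper's about 1.7, about 1.5 and about 2.7 in Supplementary Fig. 2g, read by eye. The ratio of log2(CPM + 1) was 1.5, 1.4 and 2.07, nearest to the paper's values among the alternatives set before the data were examined. For POLR1B it was 0.409 with ATRA and 0.241 with CDK4/6i+ATRA, against the paper's about 0.79 and about 0.67 in Fig. 5f, read by eye, and for POLR1G 0.176 and 0.0591 against about 0.52 and about 0.30. The ratio of log2(CPM + 1) was 0.826 and 0.724 for POLR1B and 0.515 and 0.277 for POLR1G, and it alone came close to the paper's values.

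CDKN1A was 30.4 with ATRA, 3.34 with CDK4/6i and 92.4 with CDK4/6i+ATRA, against the paper's about 5.7, about 1.9 and about 8.6 in Supplementary Fig. 2g, read by eye. On the ratio of log2(CPM + 1) these were 10.8, 2.93 and 16.1. With CDK4/6i, CDKN1A came nearest the paper's value without non-treated replicate 1 (2.71) and without non-treated replicate 3 (2.43). No alternative closed the gaps of CDKN1A with ATRA and CDK4/6i+ATRA. IL1A was 44.7, 6.73 and 1011, against the paper's about 6.4, about 2.7 and about 17 in Supplementary Fig. 2g, read by eye, and 11.9, 4.50 and 26.6 on the ratio of log2(CPM + 1). With CDK4/6i, IL1A came nearest the paper's value on that ratio (4.50), without non-treated replicate 2 (4.92) and without CDK4/6i replicate 3 (4.99). No alternative closed the gaps of IL1A with ATRA and CDK4/6i+ATRA.

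IL1B was 14.5 with ATRA and 336.9 with CDK4/6i+ATRA, against the paper's about 6.4 and about 17 in Supplementary Fig. 2g, read by eye, and 2.48 and 4.36 on the ratio of log2(CPM + 1), and no alternative closed these gaps. The paper's bars for IL1A and IL1B look the same by eye, whereas the values of these genes here were not the same. MMP9 was 3.80 with CDK4/6i and 9.75 with CDK4/6i+ATRA, against the paper's about 2.1 and about 3.3 in Supplementary Fig. 2g, read by eye. With CDK4/6i, MMP9 came nearest the paper's value on the ratio of log2(CPM + 1) (2.96), without non-treated replicate 2 (2.92) and without CDK4/6i replicate 1 (3.17). No alternative closed the gap with CDK4/6i+ATRA (5.29 on the ratio of log2(CPM + 1)).

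The paper describes mRNAs of translation as lower with CDK4/6i+ATRA than in non-treated cells and than with CDK4/6i alone (Fig. 5d, e). The hand-compiled translation list had medians of 0.47 and 0.22 with no call (adjusted p = 0.494 for both from limma's camera test), and its gene sets are not those of the paper. The sign of these medians depends on the make-up of the list, since 77 of its 144 tested genes were cytosolic ribosomal proteins. Its translation factors and tRNA synthetases had medians below 0. So did mitochondrial ribosomal proteins (-0.86 and -0.72), which the list leaves out. For the translation list against CDK4/6i alone, library size alone gave a median of -0.060 and a call in the paper's direction (adjusted p = 0.0444 from camera), and camera and fgsea under TMM had that direction without a call (fgsea adjusted p = 0.0628). The paper marks MMP9 as not significantly different between CDK4/6i+ATRA and CDK4/6i alone by Tukey-Kramer's test (Supplementary Fig. 2g). The log2 fold change here was 1.34 (adjusted p = 6.9e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in the direction of the paper's bars. The tests are not the same, so these calls do not set the data apart.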

Other observations

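The test of genes with few counts by contigs, and the restriction of the test of RNA polymerase I to subunits other than POLR1B and POLR1G, were chosen only after the result was seen.

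Genes of the lists that most cells use were near 0 in this table more often where the table also lists them on alternate or patch contigs. Of 41 such genes 11 were under 1 CPM (by library size without TMM), against 5 of the 451 on primary chromosomes only (two-sided Fisher's exact test, p = 1.1e-09). Genes with almost no counts included LSM2 (0 CPM), POLR1H (0.0284) and PRPF8, and RPS18, on 6 contigs, had 8 counts over all libraries and DDX39B, on 8 contigs, had 0. These genes were chosen after their values were seen. A candidate explanation is that reads matching several contigs were not counted, and HLA-B (log2 fold change 1.02 with CDK4/6i+ATRA, 242.7 CPM in non-treated cells) and HLA-C (1.14), on 6 and 7 contigs, show that not every such gene is affected. No biological explanation was tested. With all genes on alternate or patch contigs left out, 6552 genes departed from additivity.

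POLR1B and POLR1G prompted a look at the other subunits specific to RNA polymerase I. Of these, 3 of 3 tested were called lower with CDK4/6i+ATRA, with log2 fold changes from -2.32 to -1.22 and a median of -1.39, and POLR1H was not tested since it had almost no counts and is listed on 8 contigs. The subunits specific to RNA polymerases II and III had a median of -0.56, and those of RNA polymerase II alone a median of -0.10, which argues against an equal fall of all polymerase subunits. The subunits of RNA polymerase III had a median of -0.96 and a range from -3.50 to 0.66 that covers the values of these 3 subunits, so a fall shared with RNA polymerase III stays open. MYC, chosen after its values were seen, was at -3.94 with CDK4/6i+ATRA and at -3.10 with ATRA alone.

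The paper describes a fall of CD38 on cells high in CD11b when CDK4/6i is added to ATRA (Fig. 3a), measured as protein on the cell surface and not in these libraries. The mRNA of CD38 had 405.4 CPM with CDK4/6i+ATRA and 399.5 with ATRA alone (log2 fold change 0.02, adjusted p = 0.672 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Library size alone moved the median of all genes in this comparison from 0.044 to -0.26, so the absence of change in CD38 holds for TMM scaling. ITGAM, which encodes CD11b, had 589.5 and 273.5 CPM (log2 fold change 1.11, adjusted p = 5.1e-31 from the same edgeR test). ITGAM had 9.245 CPM in non-treated cells and 24.25 with CDK4/6i alone. Its interaction on the log2 scale, where additive effects are fold changes that multiply, was -0.28 (adjusted p = 0.00564 from the edgeR test). It was not called without non-treated replicate 1 (-0.21, adjusted p = 0.0655).

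Other genes that the paper names were measured without being discussed as mRNAs. With CDK4/6i+ATRA against non-treated cells, log2 fold changes were -0.17 for PML, 0.49 for ATRX, -1.51 for HIRA, -3.27 for CDK4, -1.36 for CDK6, 0.64 for MAPK3, 0.55 for H3-3A and 0.12 for H3-3B, and H3-3B changed sign with library size alone (-0.14). CDK4 overlaps TSPAN31 on the opposite strand. Those of SUMO2 and SUMO3 were -0.54 and -0.76, and that of CDKN2A, which overlaps CDKN2B-AS1, was -0.53. All of these passed the threshold, although H3-3B did not with no filter (0.02, adjusted p = 0.89 from the edgeR test). CDK1 fell to -6.04 and rose by 0.31 with ATRA alone. GLB1, which encodes a β-galactosidase whose activity the paper measured (Supplementary Fig. 2a), did not pass it (-0.05, adjusted p = 0.38 from the edgeR test), but with library size alone it was -0.31 and with no filter -0.15, both past the threshold. DAXX, listed on 5 contigs, was at -0.75 (adjusted p = 0.038 from the edgeR test) and was not called without CDK4/6i+ATRA replicate 2 (-0.48, adjusted p = 0.222), among other fits, whereas it was -1.46 without CDK4/6i+ATRA replicate 1. CDKN2B, chosen after its values were seen, rose by 6.84 with an interaction of 2.1.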
